# Mediator tail subunits can form amyloid-like aggregates *in vivo* and affect stress response in yeast

**DOI:** 10.1093/nar/gkv629

**Published:** 2015-07-02

**Authors:** Xuefeng Zhu, Lihua Chen, Jonas O. P. Carlsten, Qian Liu, Junsheng Yang, Beidong Liu, Claes M. Gustafsson

## Abstract

The Med2, Med3 and Med15 proteins form a heterotrimeric subdomain in the budding yeast Mediator complex. This Med15 module is an important target for many gene specific transcription activators. A previous proteome wide screen in yeast identified Med3 as a protein with priogenic potential. In the present work, we have extended this observation and demonstrate that both Med3 and Med15 form amyloid-like protein aggregates under H_2_O_2_ stress conditions. Amyloid formation can also be stimulated by overexpression of Med3 or of a glutamine-rich domain present in Med15, which in turn leads to loss of the entire Med15 module from Mediator and a change in stress response. In combination with genome wide transcription analysis, our data demonstrate that amyloid formation can change the subunit composition of Mediator and thereby influence transcriptional output in budding yeast.

## INTRODUCTION

Amyloid-like aggregation of soluble proteins can result in cellular toxicity and cause neurodegenerative disorders (1). Amyloid formation may affect proteins involved in different biological functions, such as regulation of transcription and translation fidelity, as well as modulation of stress and drug resistance (2–6). The infectious form of prions can also induce amyloid formation and transform the normal protein into the misfolded, infectious version. Prions were first discovered in mammalian systems, but also exist in *Saccharomyces cerevisiae*, e.g. [URE3] and [PSI+], where they occur spontaneously at very low frequency. Yeast proteins with priogenic potential often contain domains rich in glutamine (Q) and/or asparagine (N). Overexpression of such domains or the entire prion protein can stimulate amyloid formation *in vivo* (7).

Mediator is a coregulator of eukaryotic transcription, which can function as a bridge between gene-specific transcription regulators and the RNA polymerase II (Pol II) transcription machinery at the promoter, but many other functions have also been ascribed to this multiprotein complex (8). Mediator is present in most eukaryotic organisms and its composition and structure have been studied in detail (9). One part of Mediator, denoted the ‘Med15 module’, is composed of Med2, Med3 (a.k.a. Pgd1) and Med15 (a.k.a. Gal11) (10–12). This triad of proteins is essential for the regulated transcription of many genes and it interacts with a number of transcription activators including Gal4, Gcn4, Pdr1, Oaf1 and others (13). Deletion of any one of the Med15 module subunits causes a destabilization of the module and an impaired transcription response to environmental changes (14,15). An interesting feature of the Med15 module proteins is the presence of Q and N-rich domains (16). Based on these sequence motifs, the Med15 module proteins were all analyzed in a previous screen for proteins with priogenic potential in the budding yeast proteome. Med3 was one of 24 proteins defined as priogenic, whereas Med2 and Med15 failed to pass the strict criteria used in this screen (17). The authors demonstrated that Med3 was able to form amyloids *in vivo*, which could replicate in cells as self-perpetuating epigenetic elements.

In the present work, we have extended the previous characterization of Med3 and also investigated how the Med15 module is affected by amyloid formation. We demonstrate Med3 and Med15, form amyloid-like protein aggregates under H_2_O_2_ stress condition. The C-terminal glutamine-rich domains (poly-Q) in both Med3 and Med15 are critical for this effect. Overexpression of full-length Med3 or the poly-Q domain of Med15 (Med15Q) promotes amyloid conversion of the endogenous proteins, which in turn leads to loss of the entire Med15 module. This dramatic effect on the Mediator structure changes the levels of many different transcripts and affects stress response. In combination with the previous report our data points to a protein-based mechanism that may regulate Mediator dependent transcriptional output (17).

## MATERIALS AND METHODS

### Yeast strains and growth conditions

Yeast strains used in this study are listed in Supplementary Table S1. Yeast cells were grown in yeast extract peptone dextrose (YPD) medium or synthetic drop-out media with supplements as indicated. Raffinose or galactose was used as carbon sources for overexpression experiments. For overexpression in yeast, DNA fragments encoding Med3, Med15Q and Med15C were amplified and cloned in frame to a N-terminal glutathione S-transferase tag (GST) in pEGH vector (18). DNA sequencing and immunoblotting was used to confirm the constructs. Plasmid transformation and overexpression were performed following standard protocols. Flag-Med18 construction was performed using polymerase chain reaction (PCR) amplification of the coding sequence of the C-terminus of the Med18(Srb5)-Flag tagged gene and the KanMX marker as previous described (19).

### *In* *situ* chromatin binding assay

Cells were grown to mid exponential phase, washed and resuspended in Buffer P (10 mM NaH_2_PO_4_ and 150 mM NaCl [pH 7.2]). Cells were incubated at room temperature for 30 min with or without Concanavalin A (Invitrogen, 1 mg/ml in 0.1 M NaHCO_3_ [pH 8.3]) at a final concentration of 0.1–0.2 mg/ml. After washing with Buffer P, cells were resuspended in EMMSorb buffer (15 mM KH phallate, 15 mM Na_2_HPO_4_, 90 mM NH_4_Cl, 1.2 M sorbitol [pH 7.0], 10 mM DTT and 0.125 mg/ml Zymolyase 100T) and incubated at room temperature for 10–20 min. Next, cells were washed twice in EMMsorb without zymolyase and once with lysis buffer (0.4 M Sorbitol, 150 mM NaAc, 2 mM MgAc_2_, 20 mM Pipes-KOH [pH 6.8], 1 × protease inhibitors (Thermo scientific, 78 847)). Cells stained with conA, were resuspended in lysis buffer at less than 8 × 10^8^ cells per ml and lysed by addition of Triton X-100 (final conc. 1%) and incubated for 5 min. The chromatin-enriched fraction was isolated by centrifugation (3000 rpm, Eppendorf 5424R, 5 min, room temperature), and the supernatant was carefully removed. Cells treated with conA and Triton X-100 were mixed in equal proportions with untreated cells. Mixed cells were stained with DAPI to visualize nuclear DNA (Region of Interest; ROI) and observed under widefield fluorescence microscopy (Carl Zeiss Axio Observer). The intensity of green fluorescent protein (GFP) colocalized with nuclear DNA was quantified in ConA stained and non-stained cells, respectively, using Zen (blue edition) software pixel density measurement. The ratio of the GFP to DAPI signal in conA stained cell was normalized to the same ratio in cells without conA staining. At least 50 cells with both GFP and DAPI signals were analyzed.

### Filter retardation assay

After 48 h induction, yeast cells were lysed using FastPrep as previously described (19). After incubation at 95°C for 5 min, both heated and non-heated lysates were incubated with 2% (w/v) sodium dodecyl sulphate (SDS) in 1 × phosphate buffered saline (PBS) for 10 min. All samples were applied to a 96-well dot blot system (Bio-Rad) with a cellulose acetate membrane (poor size 0.2 μm, GE healthcare) for detection of protein aggregates. In parallel, samples were applied to a nitrocellulose membrane for a total protein loading control. The membranes were washed five times with PBS with 0.1% SDS, followed by protein detection with immunoblotting using GST and GFP antibodies (27-4577-01, GE healthcare; AB290, Abcam).

### Thioflavin T staining

Amyloid staining with Thioflavin T (ThT) was performed following a published protocol (20), with minor changes. Cells were fixed in 50 mM KPO_4_ (pH 6.5), 1 mM MgCl_2_, 4% formaldehyde for 10 min and then washed three times with PM buffer (0.1 M KPO_4_ [pH 7.5], 1 mM MgCl_2_] and resuspended in PMST buffer (0.1 M KPO_4_ [pH 7.5], 1 mM MgCl_2_, 1 M Sorbitol, 0.1% Tween-20]. Next, cells were incubated with 0.125 mg/ml Zymolase at room temperature for 15 min in the presence of 0.6% β-mercaptoethanol. Spheroblasted cells were washed once and then resuspended in PMST and stained with 0.001% ThT for 20 min at room temperature. After washing five times with PMST, the cells were observed with a Zeiss Observer Z1 microscope using the cyan fluorescent protein (CFP) channel. At least 100 cells with simultaneously visible and the ThT and fluorescent signals (due to Med3-GFP, Med15-GFP or Htt103Q-mRFP) were analyzed. Cells with overlapping ThT and fluorescent signals were used as a marker for amyloid formation.

### Protein purification

Mediator was purified using a Flag-tag on Med18 from cells overexpressing GST, Med3 or Med15Q. The procedures for Mediator purification and analysis were as previously described (19). After centrifugation, the pellets were washed five times with wash buffer (20 mm Hepes-KOH, pH 7.6, 0.01% Nonidet P-40, 10% glycerol, 300 mm KOAc, 1 mm dithiothreitol and protease inhibitors) and detected by immunoblotting. The supernatants were used for assessing the composition of Mediator.

### RT-PCR and microarray expression analysis

RNA was prepared from yeast cells overexpressing GST or Med3-GST as previously described (21). RNA was further purified using the RNeasy purification kit (Qiagen). Quantitative RT-PCR were performed as previously described (22). Processing and hybridization using Affymetrix Yeast Genome 2.0 Arrays (Affymetrix, Santa Clara, CA, USA) were performed as per the manufacturer's instructions and three biological replicates were performed. Changes in gene expression were calculated by averaging log2 expression changes. False discovery rates were calculated using the ArrayStar (DNASTAR) software, after normalization within each experiment. Scatter plot were done in Prism. Gene ontology analysis of significantly affected genes was carried out using a web-based cluster interpreter program (Funspec, http://funspec.med.utoronto.ca/) and *P*-values < 0.001 were corrected for multiple category testing. Input data have been deposited in GEO as GSE65666.

### Growth curve measurements

Growth curves were measured by microcultivation experiments in triplicate at 30°C using the Bioscreen C system (Labsystems Oy, Helsinki, Finland). Overnight yeast cultures were inoculated in 350 μl ScGal-Ura with addition of sorbitol (1.5 M), NaCl (0.5 M) or Rapamycin (10 μM). The optical density was measured every 30 min for 72 h. Raw data in triplicate were used to get average values for plotting in Eexcel.

## RESULTS

### Mediator subunits form aggregates under H_2_O_2_ condition

Mediator is required for transcriptional response to different stress conditions (23) and the complex is recruited to the promoters of stress induced genes (14). In wild-type (wt) cells, Mediator is exclusively located to the nucleus, where it overlaps with chromatin (24) and we wondered if cellular stress could change the subcellullar localization of Mediator subunits. To this end, we first investigated if the bulk of Mediator was associated with chromatin under normal conditions, using an *in situ* chromatin association assay (25). Mediator subunits were fused to GFP and expressed from their native promoters. The fusion proteins were functional, in as much as the yeast strain behaved as a normal, wt control (data not shown). As expected, Mediator subunits overlapped with DAPI staining of nuclear DNA (Supplementary Figure S1). In the chromatin association assay, detergent treatment (Triton X-100) was used to erase unstable chromatin interactions to investigate the stability of the Mediator-chromatin interaction (Figure 1A) (25). To ensure an unambiguous comparison of GFP fluorescence in detergent-extracted and non-extracted cells, concanavalin A (conA) staining were combined with the detergent-extract step. The red conA dye functioned as an indicator of detergent extracted cells. Non-extracted cells were mixed with equal numbers of extracted cells and observed in the same microscopic field (Figure 1A and B). For comparison, we analyzed the chromatin association of Skn7, a transcription activator, which is recruited to Tup1 associated promoters where Mediator also is found (26,27). The Mediator signal (Med3-GFP) remained nuclear and overlapped with DNA in the detergent-extracted cells stained with conA. In contrast, the chromatin association of Skn7-GFP was eliminated after detergent extraction (Figure 1C and D). Our data therefore demonstrate that Med3 and Mediator associate tightly with chromatin, under conditions where a DNA-binding transcription activator (Skn7) is lost from chromatin (Figure 1B).

**Figure 1.**
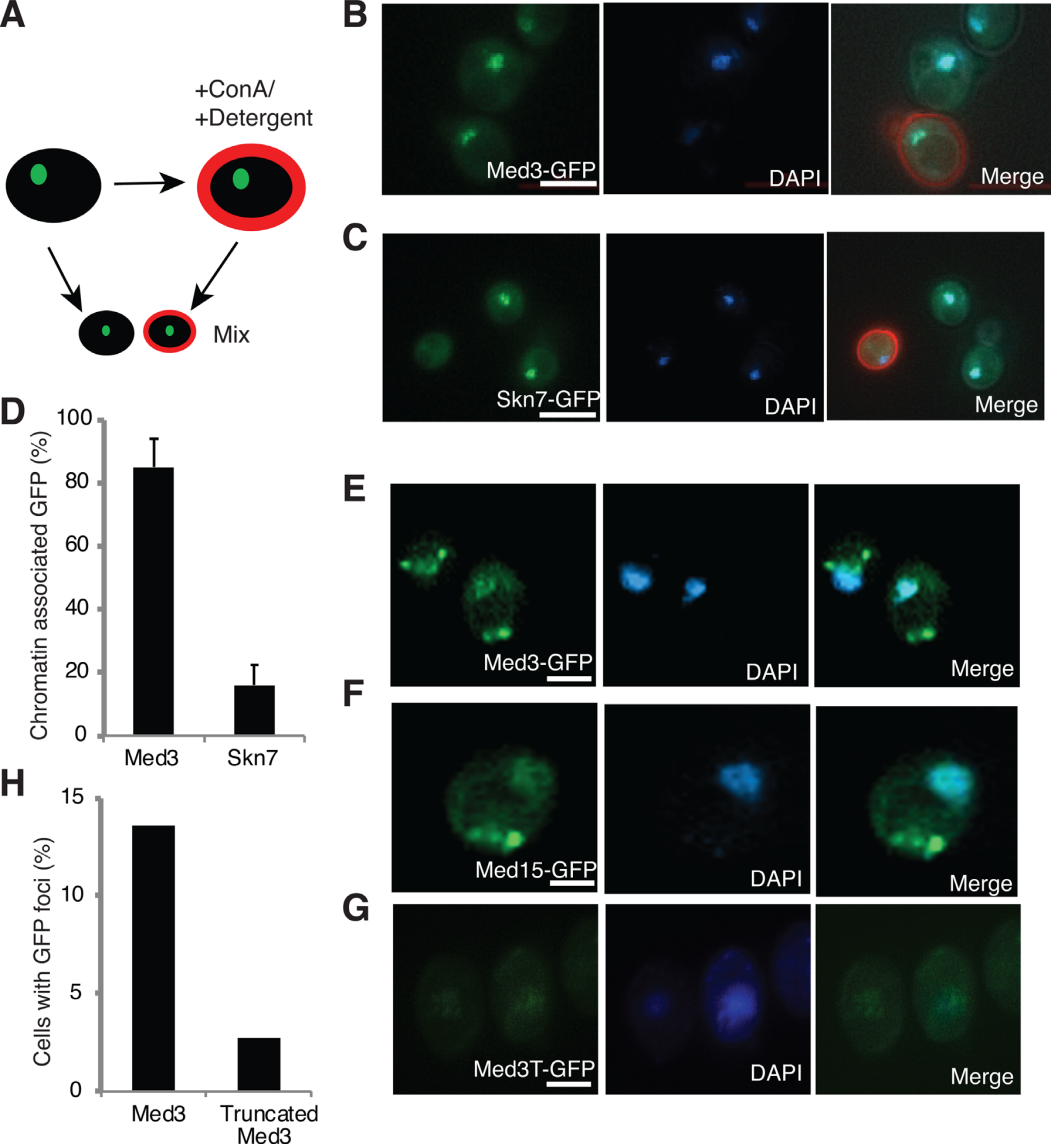
Mediator Med15 module subunits form aggregates under H_2_O_2_ stress condition. (**A**) Schematic outline of the experimental design for the *in situ* chromatin association assay. Cells expressing Med3-GFP or Skn7-GFP were stained with conA and subjected to detergent extraction. The treated cells were mixed with untreated cells, which served as total fluorescent signal control and observed using fluorescent microscopy. (**B** and **C**) Representative images of Med3-GFP and Skn7-GFP cells, stained with conA, showing association with chromatin. Scale bars = 1 μm. (**D**) Quantification of chromatin associated GFP fluorescent signals in Med3-GFP and Skn7-GFP cells treated with detergent. (**E** and **F**) Representative images of Med3-GFP and Med15-GFP expressing cells after exposure to H_2_O_2_ (0.03%) for 3 h, showing that GFP fluorescent foci do not overlap with nuclear DNA. (**G**) Truncated Med3-GFP (Med3T-GFP), lacking the poly-Q region does not form the fluorescent foci after exposure to H_2_O_2_. (**H**) The relative levels of fluorescent foci in Med3-GFP and Med3T-GFP cells after exposure to H_2_O_2_.

We next analyzed if the nuclear localization of Med3-GFP was affected by different stress conditions (Supplementary Table S2) (28). In most cases, we could not observe a change in Mediator localization, but exposure to H_2_O_2_ led to the formation of cytoplasmic fluorescent Med3-GFP foci in a portion of the cells (14.2%) and the signal formed no longer overlapped with chromatin (Figure 1E). To follow up this observation, we analyzed the effects of H_2_O_2_ on a number of other Mediator subunits (Supplementary Figure S1). Interestingly, Med15-GFP, but no other Mediator subunits tested, also formed similar protein foci under H_2_O_2_ stress condition (Figure 1F and Supplementary Figure S1). Med3 and Med15 are closely associated in a subdomain of the Mediator complex. Both proteins contain glutamine (Q)-rich regions, but whereas Med15 contains multiple poly-Q domains spread over large sections of the protein, Med3 contains one single, well-defined C-terminal poly-Q domain (Supplementary Figure S2A and B). To verify the importance of this domain, we expressed a truncated version of Med3 fused to GFP. The truncated protein lacked the C-terminal 50 amino acids and was expressed to about half the levels of full-length Med3-GFP (Supplementary Figure S2C). In the truncated strain, we observed a significant decrease in the number of H_2_O_2_-induced fluorescent foci, suggesting that the poly-Q domain is important for foci formation. (Figure 1G and H).

### Overexpression of Med3 and Med15Q induce amyloid formation

H_2_O_2_ treatment induced protein foci, which could be explained by Med3 and Med15 amyloid aggregates. We next used plasmid-based overexpression of Mediator subunits to test whether overproduction induced protein aggregation (29). We overexpressed full-length Med3 to monitor amyloid formation *in vivo*. Med15 is a large protein and we did not manage to overexpress the full-length version, but instead expressed a 67 amino acids long poly-Q rich region of the protein (Med15Q, corresponding to amino acids 629 to 696 in full length Med15) (Supplementary Figure S2B and C). After 48 h induction, we analyzed amyloid formation using a filter retardation assay with the aggregation-prone Huntington's disease protein Htt103Q as a positive control. We found that overexpression of Med15Q led to the formation of prominent protein aggregates in the cells. Also Med3 overexpression caused protein aggregation, but the effect was more modest (Figure 2A). To demonstrate that the Med3/Med15Q aggregates result from amyloid-like aggregation, we used the amyloid specific dye ThT. As seen in Figure 2B, we found ThT signals colocalize with fluorescent foci. The formation of these aggregates was time dependent, since the ThT signal for Mediator proteins was observed only after 48 hrs of protein overexpression. Taken together, our results demonstrated that Med3 and Med15Q, when overproduced, form amyloid-like aggregates.

**Figure 2.**
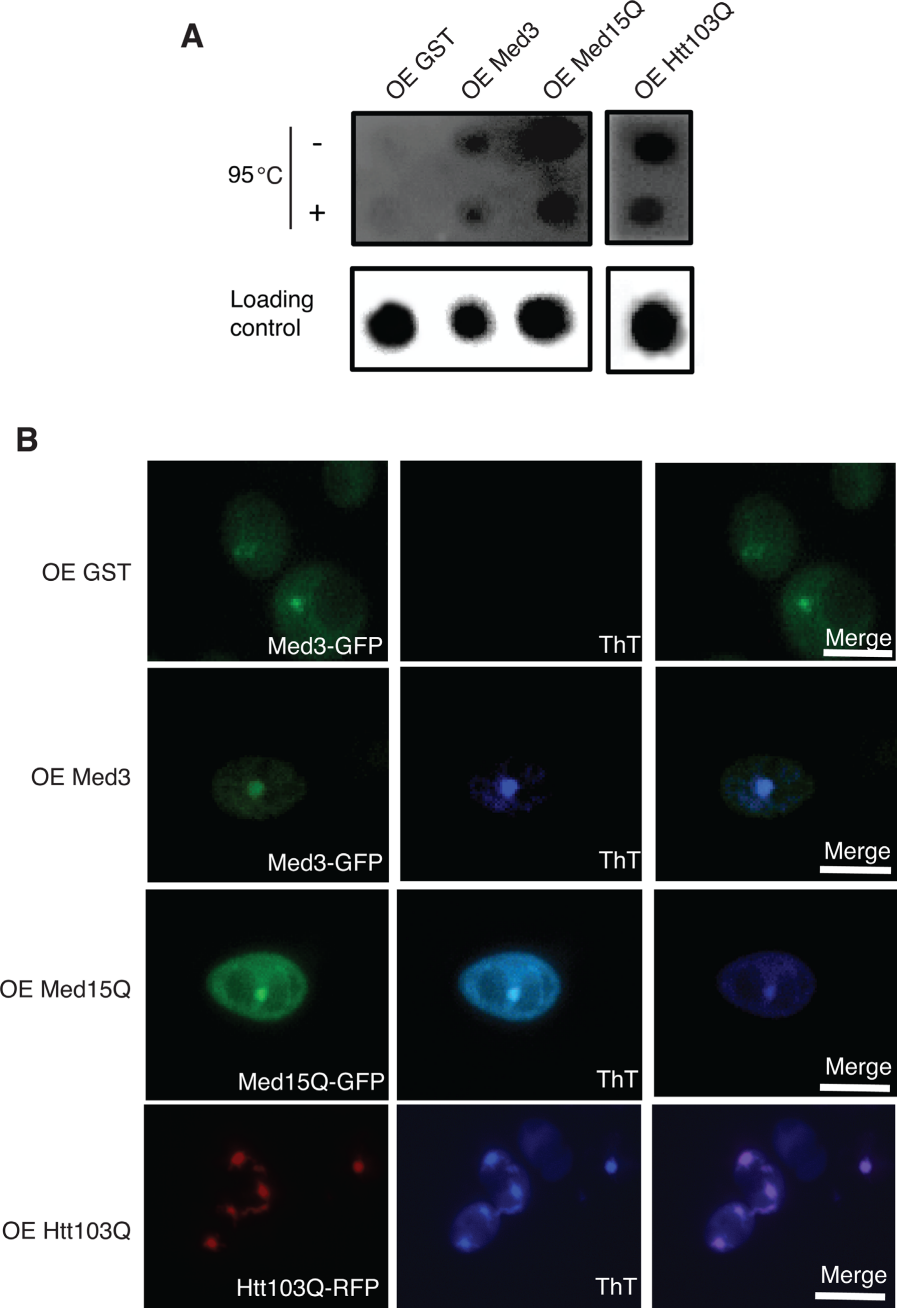
Overexpression of Med3 and Med15Q triggered amyloid-like aggregation. (**A**) Filter retardation assay showing aggregates in cell lysate after overexpression of Med3, Med15Q or Htt103Q. Equal amounts of cells lysates were loaded on cellulose acetate (upper panel) or nitrocellulose membranes (lower panel) as the loading control. In the upper panel, cell lysates are displayed with or without 95°C treatment for 5 min before incubation with SDS. (**B**) Thioflavin T (ThT) fluorescence staining showed amyloid-like aggregates induced by overexpression of Med3, Med15Q and Htt103Q, but not in a GST overexpression control.

### Overexpressed Med3/Med15Q aggregates eliminate endogenous Mediator subunits

The Med15 module is required for Gal4 function and galactose induction in yeast (30). In the plasmid constructs used for the overexpression experiments, we had placed the Med3 and Med15Q constructs under the control of the *GAL1*/*0* gene promoter, which in turn was induced by galactose. We therefore expected that our experimental setup could lead to the formation of negative feedback loop. Overexpression of Med3 or Med15Q would cause amyloid formation, leading to loss of the Med15 module from Mediator, which in turn would impair *GAL1/10* promoter activation. The expression patterns of the GST-Med3 and GST-Med15Q constructs supported this idea (Figure 3A). In wt cells, galacose induction of GST expression lead to a biphasic pattern, with a peak of transcript levels after about 5 h (about 1600-fold induction), which then dropped to lower, steady state levels after 24 h (about 400-fold induction). The observed drop is consistent with previous studies of galactose-induced genes (31,32). When we instead monitored GST-Med3 or GST-Med15Q overexpression, the maximum peak of gene transcription was lower and the activated steady state levels of gene transcription about 10% of the levels observed upon GST overexpression.

**Figure 3.**
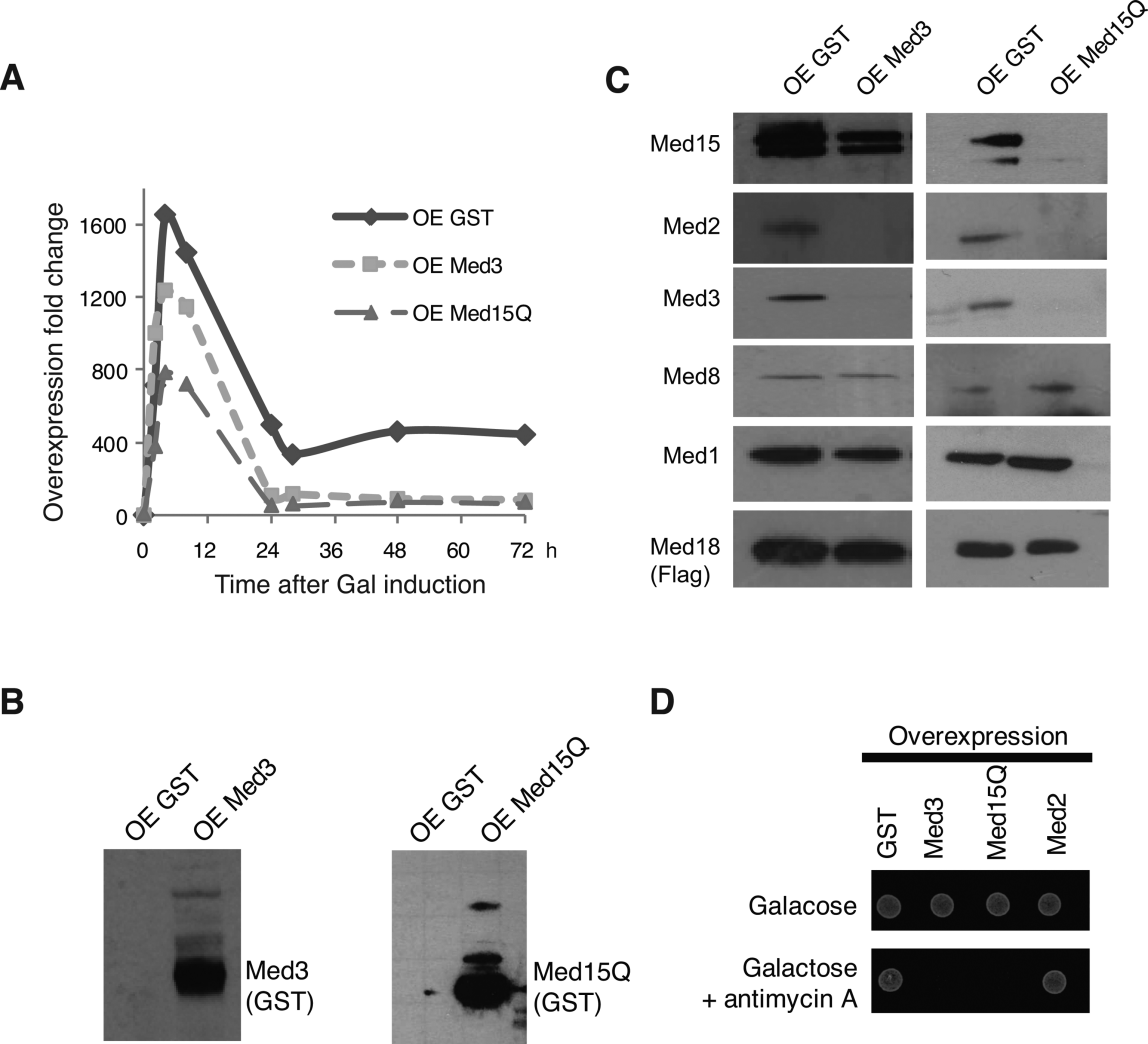
Med3 or Med15Q overexpression destabilizes the Med15 module and impair *GAL* gene induction. (**A**) Quantification by qPCR of galactose induced GST, Med3-GST and MED15Q-GST transcripts. Yeast cells were grown in SGal-ura medium and collected at different time points as indicated. Fold changes were calculated based on the signal in non-induced cells. Actin was used as the loading control. (**B**) GST, Med3-GST and Med15Q-GST proteins were detected by immunoblotting as aggregates in the pellet. (**C**) Immunoblot analysis of Mediator components. Cell lysates were produced from cells overexpressing GST, Med3-GST or Med15Q-GST. The yeast strain used had a Flag-tag on the chromosomal copy of Med18p and Mediator was purified over Flag-M2 agarose (Sigma). Immunoblotting of Flag-Med18p was used as an internal loading control. (**D**) Cells overexpressing Med3-GST or Med15Q-GST failed to grow on galactose medium containing the respiration inhibitor antimycin A.

We next investigated if the amyloid formation observed for overexpressed Med3 and Med15Q could influence the composition of the endogenous Mediator complex. To this end, we purified Mediator from a Flag-Med18 strain in which we had overexpressed Med3-GST or Med15Q-GST. As a negative control, we also overexpressed GST. After cell lysis, Med3 and Med15Q were predominantly detected in the insoluble pellet (Figure 3B). In the supernatant fraction, we could detect Mediator subunits from both the head and middle module (Med1, Med8, Med18), suggesting that these regions of Mediator stay intact. When Med15Q was overexpressed, the entire Med15 module, containing Med2, Med3 and Med15, were lost from Mediator. Med3 overexpression also led to a change in the subunit composition of Mediator, with a loss of Med2 and Med3. Interestingly, Med3 overexpression did not cause a loss of Med15 (Figure 3C). There is thus a clear difference between the effects Med3 and Med15Q overexpression on the subunits composition. However, this differential effect is in perfect agreement with the suggested subunit composition of the Med15 module, in which a heterodimer of Med2 and Med3 is linked to the rest of Mediator via the Med15 protein (12).

The Med15 module is essential for normal *GAL* gene induction and required for growth on galactose in the presence of the respiration inhibitor antimycin A (30). In agreement with the change in Mediator subunit composition upon Med3 or Med15Q overexpression, these cells were also unable to grow on galactose in the presence of antimycin A, demonstrating that endogenous Med3 and Med15 had lost their biological function (Figure 3D). Overexpression of Med2, which also contains a poly-Q domain, did not cause a similar phenotype.

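RNA of yeast cells that had overexpressed Med3-GST for 48 h was compared with RNA of cells that had overexpressed GST alone. Each group had 3 biological replicates (A, B and C), and each replicate was hybridized to 1 Affymetrix array. The array held 5498 probe sets for 5449 genes of S. cerevisiae, and these probe sets were tested. It also held 1747 probe sets for S. pombe, a yeast that was not in the cultures, whose median signal of 65.0 to 66.9 units on the 6 arrays shows the background level. The authors deposited 1 signal per probe set and array on the log10 scale, which was converted to log2 and used without further scaling. How background was removed and how probes were combined into a signal is not given in the sources used here, beyond a normalization within each experiment. Replicates of 1 group were close, with a median SD over all probe sets of 0.05 in cells with GST and 0.06 in cells with Med3-GST (log2 signal, n = 3). The median log2 signal was 10.08, 9.99 and 10.04 in GST replicates A, B and C, and 9.96, 9.87 and 9.99 in Med3-GST replicates A, B and C. The median log2 difference between the groups, Med3-GST minus GST, was therefore -0.085 over all probe sets as deposited, and it was 0.01 after each array was centred on its own median. Groups were compared with limma (two-sided, Benjamini-Hochberg adjusted p under 0.05). Its model gave a single spread for all probe sets, so that every log2 difference of a gene has a standard error of 0.05. Lists of genes were compared with the other genes by limma's camera test, first with a preset correlation of 0.01 between members and then with an estimated correlation. The test, the gene lists, the rule for the genes to be named and the alternatives were fixed before the data were examined, but after the values in Tables S3 to S5 had been read. The exception is the alternative called background subtraction with centring, in which the median S. pombe signal of each array was subtracted before centring, and which was chosen after seeing the data.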

We next analyzed if amyloid formation affects genome wide transcription patterns using affymetrix microarray analysis. We found that *MED3* overexpression and the accompanying amyloid formation caused a change in the transcript levels of a subset of yeast genes (92 genes upregulated, 75 downregulated) (Figure 4A, Supplementary Tables S3 and S4). 

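MED3 itself, listed on the array as PGD1, had a log2 signal of 8.11 ± 0.12 (SD, n = 3) in cells with GST and 11.81 ± 0.07 (SD, n = 3) in cells with Med3-GST, which is a 13.0-fold increase. The next largest increase was in HXT2, a high-affinity glucose transporter, with a log2 difference of 2.76. AGA1, the anchor subunit of a-agglutinin in mating, rose by 1.62 and HEM13, an enzyme of heme synthesis, by 1.33. NOC4, which takes part in ribosome assembly, rose by 1.26, and RPA12 and RPC19, subunits of RNA polymerases, each rose by 1.25. TIP1, MEP2 and SAM1 made up the rest of the 10 largest increases as deposited. This order is limited by background for dim genes. OPT1 and FIG1 had signals with GST under the 95th percentile of the S. pombe probe sets (a log2 signal of 7.50). After background subtraction with centring their log2 differences were 2.89 and 2.05, where AGA1 had 1.92. The value of OPT1 depends on the floor of 16 units set after the subtraction, and it lies above the log2 fold of 2.36 from Table S3. The largest decreases as deposited were in genes of biotin synthesis (BIO3, BIO4 and BIO5), in the iron-related genes FIT2 and TIS11, in the heat shock gene HSP26 and in the general stress genes RTN2, DCS2 and MSC1. The log2 difference of RTN2 was -2.19, that of DCS2 -1.65 and that of MSC1 -1.63, and that of YER053C-A, the last of these 10, was -1.74.

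**Figure D1:**
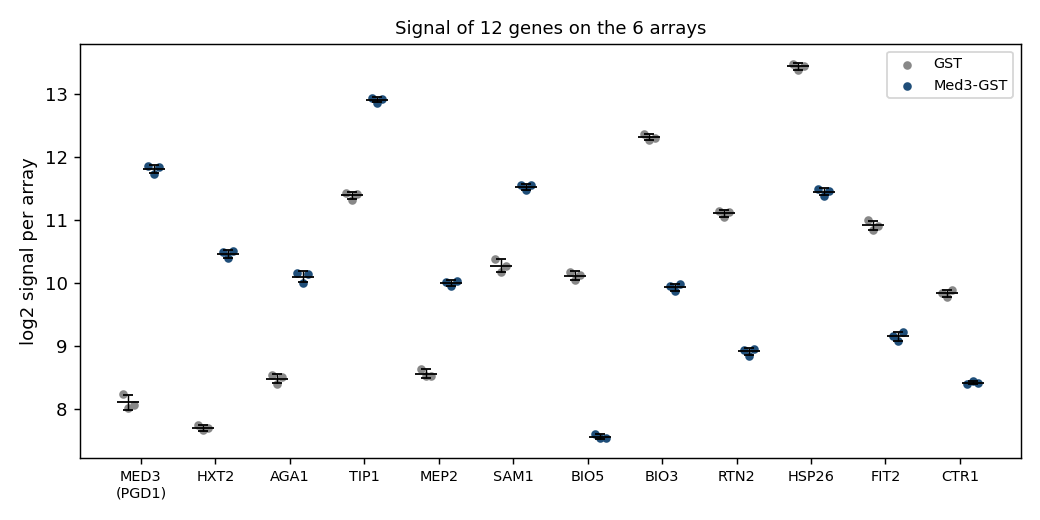
Log2 signal of 12 genes in 3 replicates with GST (grey) and 3 with Med3-GST (blue), with the mean and SD of each group. MED3 (PGD1) sits near 8.11 with GST and near 11.81 with Med3-GST. All of the 12 genes but CTR1 were picked among probe sets whose groups do not overlap, so that the lack of overlap here is not a result. It also holds for 75.05% of all probe sets.

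At the 2-fold cutoff of Figure 4A, 35 genes were higher and 65 were lower in cells with Med3-GST, and all of them also passed the limma test. With the common standard error of 0.05, any difference of this size passes, so that the test adds nothing here. Smaller differences were widespread. Of the 5498 probe sets, 1488 were higher and 2629 lower at an adjusted p under 0.05, and 3265 of these 4117 had a log2 difference under 0.5 in size. For 75.05% of all probe sets every Med3-GST replicate lay beyond every GST replicate, where chance gives 10% if no offset separates the groups. The median signal of each Med3-GST array, however, lay below that of each GST array. Such an offset alone can separate an unchanged probe set, and the share was not computed after centring. The S. pombe probe sets, at background, did not share the offset (median log2 difference of -0.0011). Centring therefore raises the differences of probe sets near background as well. The balance of the directions depended on the scaling of the arrays. Of the probe sets past the test, 36.1% were higher as deposited, 51.1% after centring each array (2395 higher and 2293 lower) and 46.9% after quantile normalization, and after centring 60 genes were at least 2-fold higher and 48 at least 2-fold lower. The adjusted p of PGD1 from limma was 2.73e-16 after centring and at most 2.18e-11 under the alternatives run for this gene, which do not include array weights or the unmoderated test per probe set. From its own lists of upregulated and downregulated genes (Tables S3 and S4), the paper concludes that the overexpression of MED3, with the amyloid formation that came with it, altered transcript levels in a subset of the genes.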

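All measured genes of biotin synthesis and most of the listed genes of the general stress response, the osmotic stress response and iron uptake fell in cells with Med3-GST. BIO5, a transporter of a biotin precursor, had a log2 signal of 10.12 ± 0.07 (SD, n = 3) with GST and 7.56 ± 0.04 (SD, n = 3) with Med3-GST, a 5.88-fold decrease. The small heat shock protein gene HSP26 went from 13.43 ± 0.05 to 11.45 ± 0.06 (SD, n = 3 each). The cell wall mannoprotein gene FIT2, which helps to retain iron bound to siderophores, fell by 1.76 on the log2 scale, and the copper transporter gene CTR1 fell by 1.42.
All 5 measured genes of biotin synthesis and uptake fell, and all 5 also when adjusted over the list alone. The log2 difference was -2.39 for BIO3, -2.21 for BIO4, -1.60 for the biotin permease gene VHT1 and -0.74 for the biotin synthase gene BIO2. Compared with the other genes, the list was lower with an adjusted p = 2.19e-24 from camera in limma as deposited and 0.000485 after centring. With an estimated correlation, camera gave an adjusted p = 0.195 as deposited and 0.214 after centring. Of 41 general stress genes controlled by the factors Msn2 and Msn4, 38 fell, none rose and 3 did not pass the test (38 lower when adjusted over the list alone). Their median log2 difference was -0.62, with adjusted p = 2.23e-22 from camera as deposited and 3.4e-10 after centring. With an estimated correlation, camera gave an adjusted p = 0.774 as deposited and 0.237 after centring. The estimated correlation itself was 0.85 as deposited and 0.22 after centring, so that as deposited it includes offsets between arrays. Of 14 genes of the osmotic stress response, 10 fell (10 when adjusted over the list alone). Camera gave an adjusted p = 0.000682 as deposited and 0.0331 after centring, and with an estimated correlation 0.860 and 0.450. GRE2 fell by 1.31, the aldehyde dehydrogenase gene ALD3 by 1.20, the desiccation gene SIP18 by 1.19 and the catalase gene CTT1 by 1.04. GPP1, which encodes a glycerol phosphatase, was the 1 member that rose, by 0.39. GPD1, GPP2 and STL1, with -0.05, 0.04 and -0.04, did not pass the test. ALD3, CTT1, GRE3, HSP12, GPD1 and GPP2 are also in the general stress list, so that these lists are not independent of each other.
Heat shock proteins and chaperones went both ways. Of 28 genes, 17 fell and 8 rose (17 and 8 when adjusted over the list alone), among them HSP42 with a log2 difference of -1.40, SSA4 with -1.10 and HSP78 with -0.91. The list was lower with an adjusted p = 0.0333 from camera in limma as deposited but 0.349 after centring (0.00185 to 0.874 over all alternatives with camera), and adjusted p = 0.874 with an estimated correlation. Of 21 genes of the oxidative stress response, 8 fell and 5 rose (8 and 5 when adjusted over the list alone, 7 and 10 after centring), and the list did not differ from other genes by camera (adjusted p = 0.911). Its largest called members besides CTT1 were PRX1 with -0.62, GPX2 with 0.60 and YAP1 with -0.38.
Among the genes of ion transport, 16 of 25 iron uptake and siderophore genes fell and 4 rose (16 and 4 when adjusted over the list alone). TIS11, an RNA-binding protein of the iron response, fell by 1.69, the siderophore transporter gene ARN2 by 1.23 and the copper chaperone gene ATX1 by 0.79. This list had an adjusted p = 0.000786 from camera as deposited, 0.0583 after quantile normalization (1.86e-06 to 0.860 over all alternatives with camera) and adjusted p = 0.860 with an estimated correlation. Of 12 genes of copper, zinc and low-affinity metal transport, 6 fell and 4 rose (6 and 4 when adjusted over the list alone, 5 and 6 after centring), with an adjusted p = 0.272 from camera in limma. FET4, a low-affinity iron and copper transporter gene, fell by 1.49 and the metallothionein gene CRS5 by 0.58, and the zinc transporter gene ZRT1 rose by 0.70. All 25 measured genes of Table S5 were lower past the test, with log2 differences from -2.56 to -1.04. Among them the oxidoreductase genes BDH2, AAD10 and GOR1 had -1.47, -1.40 and -1.36, and COX5B, a subunit of cytochrome c oxidase, had -1.37. The study chose the genes of Table S5 on these arrays and the lists were written after that table had been read, so that their directions are not independent evidence.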

Gene ontology analysis with the Princeton GO Term Finder indicated that the downregulated genes were involved in diverse processes, such as biotin synthesis, ion transport, cellular response to water depravation and response to stress (Figure 4A and Supplementary Table S5). An earlier study demonstrated that deletion of *MED3* or *MED15* causes a decrease in osmotic stress resistance (33) and we decided to investigate if overexpression of Med3 or Med15Q caused a similar phenotype by examining growth under osmotic stress (Figure 4B–D). As negative controls, we expressed GST and a C-terminal Med15 fragment, which do not contain the Poly-Q domain (termed Med15C). Overexpression of Med15Q caused a slow growing phenotype, not observed in Med3 overexpressing cells, which is in agreement with the previously reported phenotypes of *med3Δ* and *med15Δ* cells (34). The slow growth phenotype of Med15Q was further accentuated in the presence of Sorbitol and NaCl (osmotic stress). Under these conditions also Med3 overexpressing cells grew slightly slower than the controls. We also investigated effects of antibiotic stress. After addition of rapamycin, Med15 is rapidly recruited to the promoters of rapamycin-induced genes (35). In agreement with this observation, overexpression of *MED3* or *MED15Q* causes increased resistance to rapamycin stress (Figure 4E). The sensitivity to other antibiotics—hygromycin B, kanamycin and nourseothricin—remained unchanged (data not shown).

**Figure 4.**
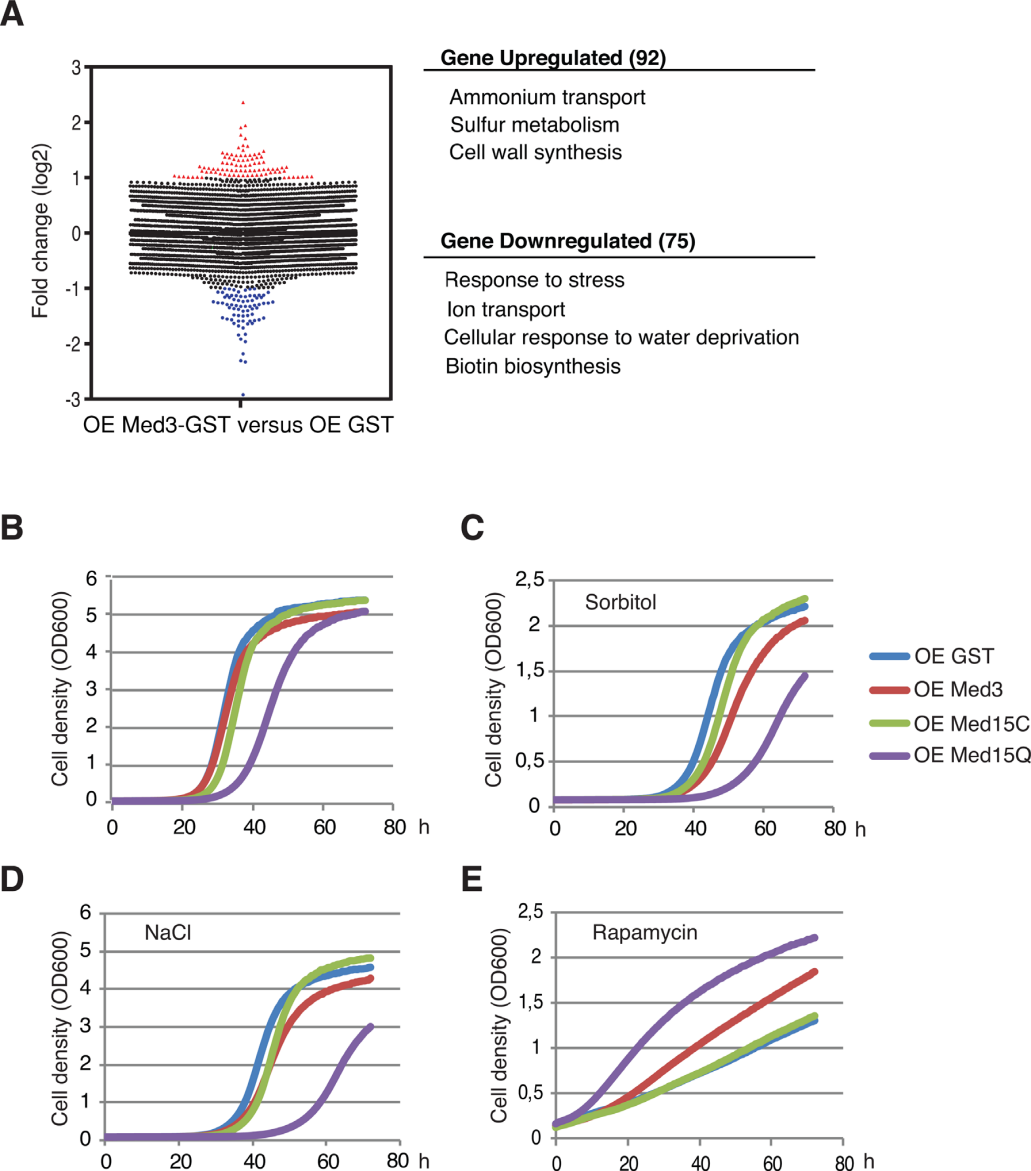
Overexpression of Med3 and Med15Q alter the tolerance to stress conditions. (**A**) Microarray expression profiling of cells overexpressing Med3-GST for 48 h. Fold change (log2 transformed) of gene transcription in Med3-GST versus GST overexpressing cells is presented in a scatter plot. Upregulated and downregulated genes with a 2-fold cutoff are marked by red and blue colors respectively. Gene ontology analysis showed that affected genes could be connected to specific functional categories. *P*-values < 0.001. (**B**) Growth of yeast strains overexpressing (OE) the indicated proteins in SGal-ura medium. (**C**–**E**) Growth of yeast strains overexpressing the indicated proteins in SGal-ura medium supplemented with sorbitol (1.5 M), NaCl (0.5 M) or Rapamycin (10 uM). OD_600_ values were measured every 30 min. The experiments were repeated three times and the presented curves were plotted using the average values.

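Among the categories that Figure 4A gives for the upregulated genes, the ammonium permease gene MEP2 had a log2 signal of 8.56 ± 0.07 (SD, n = 3) with GST and 10.00 ± 0.04 (SD, n = 3) with Med3-GST, a 2.71-fold increase. SAM1, one of the S-adenosylmethionine synthetase genes, went from 10.28 ± 0.10 to 11.53 ± 0.05 and the cell wall mannoprotein gene TIP1 from 11.39 ± 0.06 to 12.90 ± 0.04 (SD, n = 3 each).
Of 24 genes of ammonium transport and nitrogen catabolism, 12 rose, 6 fell and 6 did not pass the test (12 higher and 6 lower when adjusted over the list alone). GAP1, the general amino acid permease, rose by 1.06, the putative ammonium exporter gene ATO3 by 0.95 and the arginase gene CAR1 by 0.89. Of the other ammonium permeases, MEP1 rose by 0.48, and MEP3, with 0.03, did not pass the test. The list was higher than the other genes with an adjusted p = 0.00155 from camera in limma as deposited and 0.0279 after centring. With an estimated correlation, camera gave an adjusted p = 0.860 as deposited and 0.541 after centring.
Of 30 genes of sulfur and methionine metabolism, 17 rose and 5 fell (17 and 5 when adjusted over the list alone). The glutathione transporter gene OPT1 rose by 1.21, the S-methylmethionine permease gene MMP1 by 1.12 and the methionine permease gene MUP3 by 0.99. OPT1 was dim with GST, at a log2 signal of 6.32 ± 0.09 (SD, n = 3), so that the size of its difference is limited by background. The sulfur list had an adjusted p = 1.63e-05 from camera as deposited and 0.000765 after centring, and with an estimated correlation 0.860 and 0.214.
Cell wall genes rose and fell. Of 38 genes, 18 rose and 10 fell (18 and 10 when adjusted over the list alone). UTR2, which links chitin to glucan, rose by 1.01 and the structural protein gene PIR1 by 0.93, whereas DSE1, a gene expressed in daughter cells, fell by 0.85. The median log2 difference of the cell wall list was 0.07. Camera in limma gave an adjusted p = 0.00608 as deposited and 0.0188 after centring, and with an estimated correlation 0.874 and 0.628. These 3 lists were written after Table S3 had been read and are not independent evidence of its directions.

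**Figure D2:**
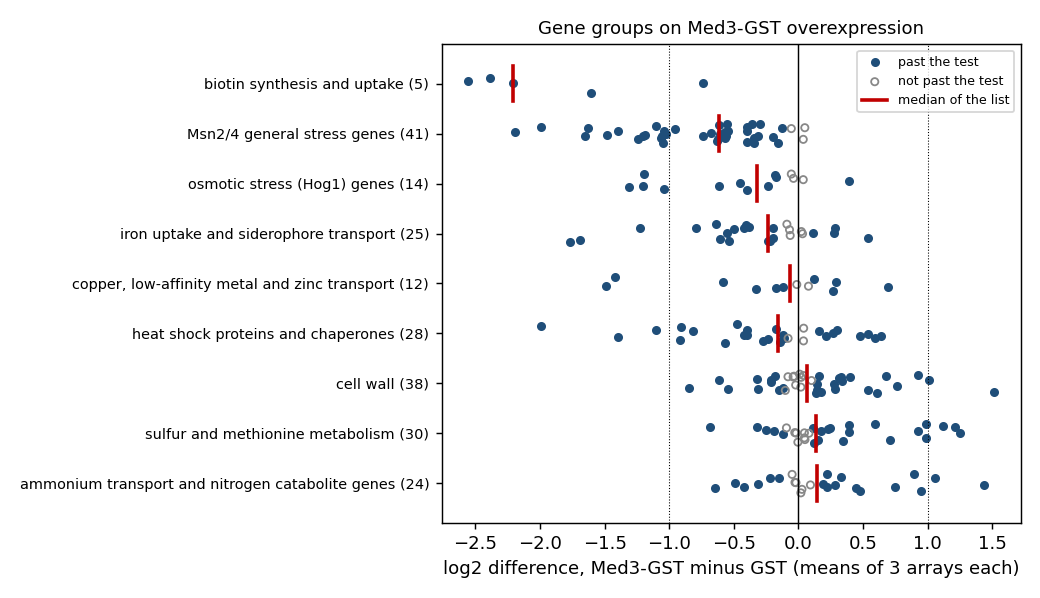
Log2 difference (Med3-GST minus GST, means of 3 arrays each) of the members of 9 gene lists, 1 point per gene, filled when past the limma test, with the median of each list in red and the number of measured members in brackets. All 5 biotin genes lie below 0, 38 of the 41 general stress genes are past the test below 0, and the sulfur, ammonium and cell wall lists reach above 1 with members on both sides of 0.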

To ensure that the observed effects were specific and not caused by overexpression of any given poly-Q domain, we also monitored Htt25Q and Htt103Q overexpression under osmotic and rapamycin stress conditions (Supplementary Figure S3). Overexpression of Htt25Q did not affect resistance to osmotic stress or rapamycin. Htt103Q overexpression caused a slow growing phenotype under all conditions tested. The observed effects of Med3 or Med15Q overexpression were thus distinct from those caused by overexpression of the unrelated Htt25Q and Htt103Q proteins.

## DISCUSSION

Mediator was first described as a bridge between activators and the basal transcription machinery present at the promoter. A number of activator-binding domains have been described in Mediator and the complex can be recruited to promoters by gene-specific transcription factors. How Mediator stimulates transcription activity at promoters is still subjected to intensive studies (8). Recruitment of the basal transcription machinery is one important aspect, but Mediator also stimulates other steps in gene expression, including chromatin organization at genes (36,37) and post-translational events such as splicing (38). We have reported that Mediator interacts with nucleosomes *in vitro* and chromatin *in vivo* (19). These conclusions are further supported by our findings here that Mediator interacts with chromatin *in situ*.

The Mediator Med15 module interacts with a number of different activator proteins, including Gcn4 and Gal4 in yeast and Oaf1 in mammalian cells (39). Hence loss of components of the Med15 module may change the interaction with a number of gene-specific transcription factors and influence transcriptional response. A recent study pointed to an interesting and unexpected mechanism involving Med3 and Cdk8, a cyclin dependent kinase found in Mediator. Under specific conditions, Cdk8 can phosphorylate Med3, which in turn triggers Med3 degradation by the Grr1 ubiquitin ligase. This mechanism suppresses Mediator function and thus prevents transcription activation (40). Here we report on an alternative mechanism, which changes the stability of the Med15 module and affects Mediator's ability to support activated transcription. We find that two components of the Mediator Med15 module, Med3 and Med15, can convert to amyloid-like aggregates under oxidative stress. Amyloid formation may also be induced by overexpression of Med3 or a poly-Q rich stretch derived from Med15. Amyloid formation leads to the concomitant loss of Med2/Med3 (in the case of Med3 overexpression) or Med2/3/15 (in the case of Med15Q overexpression). Amyloid formation may thus be an effective way of regulating the presence of the Med15 module, which is an important interaction hub for transcription activators in the Mediator complex.

The idea that amyloid formation may influence regulated gene expression is not without precedence. Sup35 is a translation termination factor (41) and previous studies have demonstrated that aggregate conversion prevents it from associating with ribosomes, which in turn causes translational read-through of stop codons. This effect may lead to higher genetic variability, which can be beneficial under cellular stress conditions (42). Our finding that Med3 and Med15 amyloid formation may influence the subunit composition of the Mediator complex adds another layer of complexity to the role of amyloid formation in regulated gene expression. Amyloid formation and loss of the Med15 module suggests a new epigenetic mechanism for regulation of gene transcription. Yeast cells may exploit protein aggregation mechanisms to alter the transcription output and further increase the survival rate under different stress conditions. Interestingly, Med15's ability to aggregate may be evolutionary conserved. Mutations in the Ataxin-1 encoding gene (*ATXN1*) cause spinocerebellar ataxia type 1, a neurodegenerative disease. The pathogenic form of Ataxin-1 contains an elongated poly-Q stretch that causes spontaneous protein aggregation. Med15 interacts directly with Ataxin-1 and influences poly-Q-induced misfolding and proteotoxicity in a cell model system (43).

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

SUPPLEMENTARY DATA

# Supplementary material for: Mediator tail subunits can form amyloid-like aggregates in vivo and affect stress response in yeast
**Source:** Nucleic Acids Res. 2015 Jul 2;43(15):7306–14. doi: 10.1093/nar/gkv629
**Supplement:** SUPPLEMENTARY DATA

Mediator tail subunits can form amyloid-like aggregates in vivo and affect stress response in yeast — Mediator tail subunits can form amyloid-like aggregates in vivo and affect stress response in yeast — SUPPLEMENTARY DATA 

# Mediator tail subunits can form amyloid-like aggregates *in vivo* and affect stress response in yeast

## SUPPLEMENTARY DATA

- SUPPLEMENTARY DATA

# Supplementary material for: Mediator tail subunits can form amyloid-like aggregates in vivo and affect stress response in yeast
**Source:** Nucleic Acids Res. 2015 Jul 2;43(15):7306–14. doi: 10.1093/nar/gkv629
**Supplement:** SUPPLEMENTARY DATA

SUPPLEMENTARY FIGURE LEGENDS

Figure S1. Mediator subunits under normal and H₂O₂ stress condition. GFP fusion proteins were created by homologous recombination and expressed using endogenous promoters. Representative images of single cells demonstrate overlap between GFP signals and nuclear DNA (DAPI). The cells expressing GFP-fused Mediator subunits were also exposed to H₂O₂ (0.03%) for 3 hours, Scale bars = 2 μ m.

Figure S2. Overexpression of Med3 and truncated versions of Med15. A. Amino acid sequence of Med3. The C-terminal Poly-Q domain, which was removed from truncated Med3, is boxed. B. Amino acid sequence of Med15. The C terminal Poly-Q domain is boxed. The region of the protein marked in yellow was expressed as the Med15C control. C. Western blots showing the protein levels of full length and truncated Med3-GFP. PGK1 protein was used as the loading control and the average fold expression (+/- SD) relative the loading control is indicated. D. Immunoblotting to verify overexpression of GST, Med3-GST, Med15Q-GST, and Med15C-GST after transfection in budding yeast. Anti-GST antibodies were used to detect the fused proteins.

Figure S3. Overexpression of PolyQ domain proteins in stress conditions.

A. Growth of yeast strains overexpressing (OE) the indicated proteins (GST vector, Htt25Q, and Htt103Q) in SGal-ura medium. B to D. Growth of yeast strains overexpressing the indicated proteins in SGal-ura medium supplemented with sorbitol (1.5 M), NaCl (0.5 M), or Rapamycin (10 μ M). OD₆₀₀ values were measured every 30 minutes. The experiments were repeated three times and the presented curves were plotted using the average values. E. The growth of cells overexpressing GST, Htt25Q, or Htt103Q on galactose medium containing the respiration inhibitor antimycin A(1 ug/ml).

SUPPLEMENTARY TABLE LEGENDS

Table S1. Strains used in this study.

Table S2. Stress conditions tested for effects on the nuclear localization of Med3-GFP expressed from its endogenous promoter.

Table S3. Genes upregulated in cells overexpressing *MED3*.

Table S4. Genes downregulated in cells overexpressing *MED3*.

Table S5. Gene ontology analysis of genes downregulated in MED3 overexpressing cells.

Figure S1

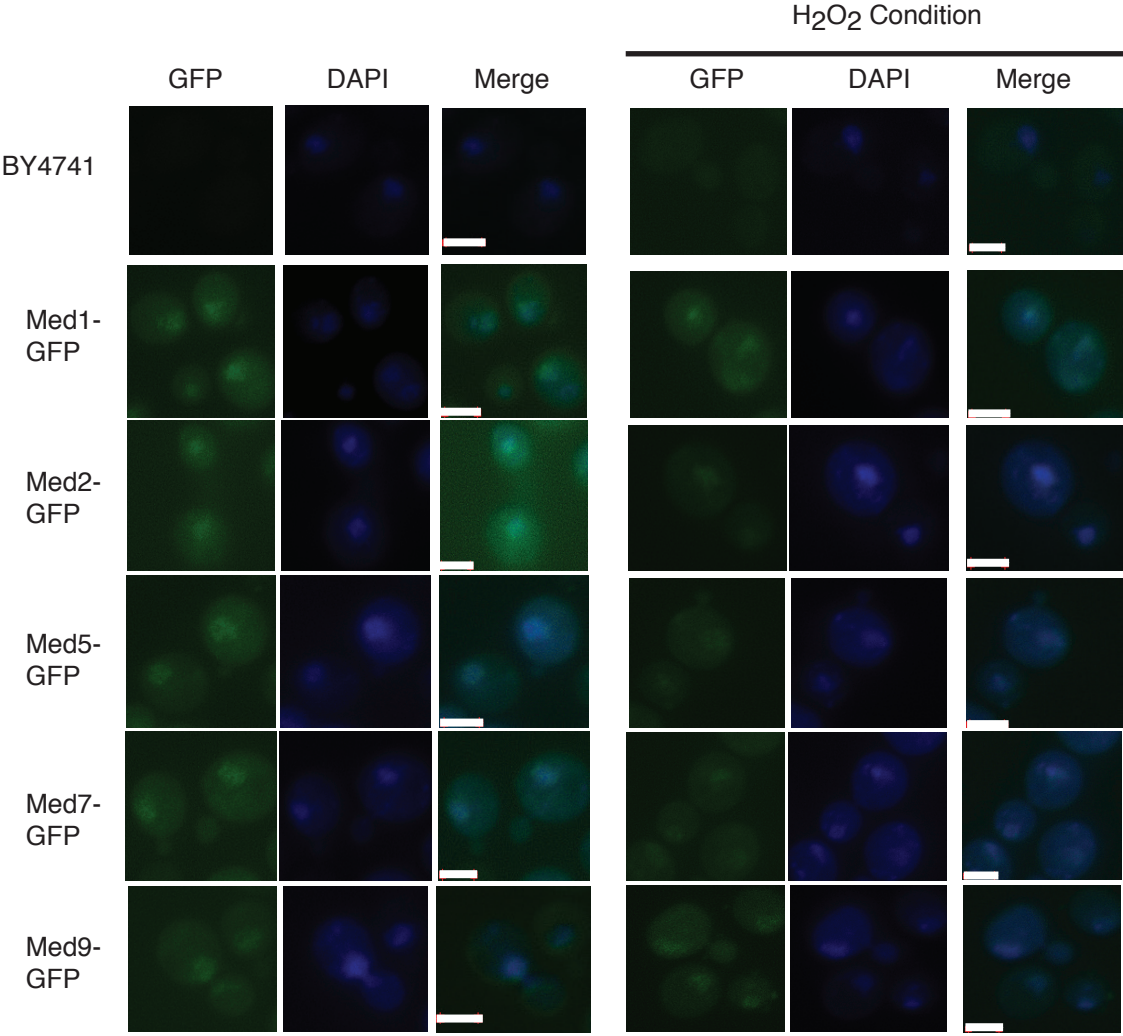

Figure S2

A Med3/YGL025C
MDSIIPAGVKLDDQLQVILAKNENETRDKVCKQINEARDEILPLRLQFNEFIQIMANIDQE
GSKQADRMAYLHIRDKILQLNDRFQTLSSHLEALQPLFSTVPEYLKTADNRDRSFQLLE
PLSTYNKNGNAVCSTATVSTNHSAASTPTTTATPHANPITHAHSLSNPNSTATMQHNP
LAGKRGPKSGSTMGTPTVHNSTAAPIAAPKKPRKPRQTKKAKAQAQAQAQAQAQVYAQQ
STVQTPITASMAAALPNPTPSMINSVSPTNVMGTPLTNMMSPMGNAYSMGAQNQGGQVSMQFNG
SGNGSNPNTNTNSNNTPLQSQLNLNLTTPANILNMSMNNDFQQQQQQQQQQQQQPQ
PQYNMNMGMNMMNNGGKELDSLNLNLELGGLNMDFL

B Med15/YOL051W
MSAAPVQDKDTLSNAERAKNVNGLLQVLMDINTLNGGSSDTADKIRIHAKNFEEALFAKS
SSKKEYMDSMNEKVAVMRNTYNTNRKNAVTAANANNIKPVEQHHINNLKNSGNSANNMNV
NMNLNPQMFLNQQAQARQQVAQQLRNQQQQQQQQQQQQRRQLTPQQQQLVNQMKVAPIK
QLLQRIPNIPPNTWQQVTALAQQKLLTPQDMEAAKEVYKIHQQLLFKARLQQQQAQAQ
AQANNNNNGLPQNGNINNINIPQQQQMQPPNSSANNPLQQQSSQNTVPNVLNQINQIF
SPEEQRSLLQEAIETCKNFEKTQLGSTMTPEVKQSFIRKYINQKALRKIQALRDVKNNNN
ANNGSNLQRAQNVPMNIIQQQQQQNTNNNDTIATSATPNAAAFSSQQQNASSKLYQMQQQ
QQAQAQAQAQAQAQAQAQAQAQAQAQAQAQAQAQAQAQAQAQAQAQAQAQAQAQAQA
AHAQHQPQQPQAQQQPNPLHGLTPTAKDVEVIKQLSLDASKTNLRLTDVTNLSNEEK
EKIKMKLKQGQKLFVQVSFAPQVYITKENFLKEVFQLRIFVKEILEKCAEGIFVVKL
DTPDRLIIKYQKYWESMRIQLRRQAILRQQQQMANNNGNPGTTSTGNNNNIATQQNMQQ
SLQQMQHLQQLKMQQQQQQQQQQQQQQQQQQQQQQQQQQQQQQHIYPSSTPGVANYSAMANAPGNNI
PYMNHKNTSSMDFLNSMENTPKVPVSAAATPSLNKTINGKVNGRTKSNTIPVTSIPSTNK
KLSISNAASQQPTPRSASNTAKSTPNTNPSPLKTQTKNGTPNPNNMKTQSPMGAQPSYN
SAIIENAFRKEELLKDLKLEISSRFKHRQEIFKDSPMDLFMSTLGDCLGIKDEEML
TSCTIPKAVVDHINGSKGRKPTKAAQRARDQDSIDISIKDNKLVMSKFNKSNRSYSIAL
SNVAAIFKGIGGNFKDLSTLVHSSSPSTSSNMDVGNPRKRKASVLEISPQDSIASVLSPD
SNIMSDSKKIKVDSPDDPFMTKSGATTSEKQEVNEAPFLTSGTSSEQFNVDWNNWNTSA T

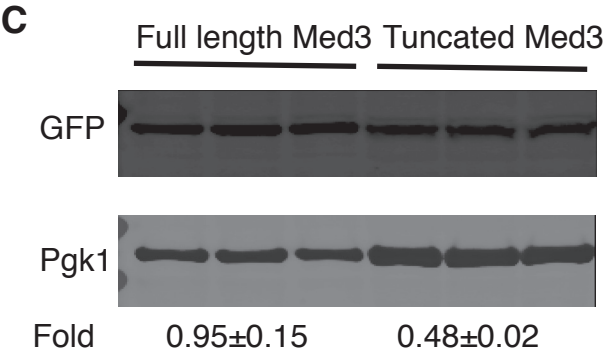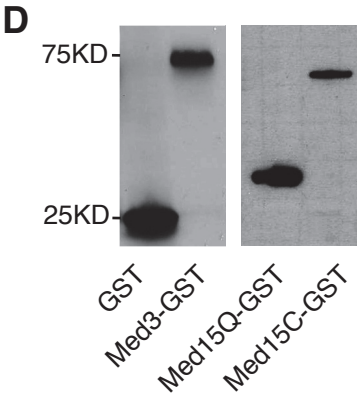

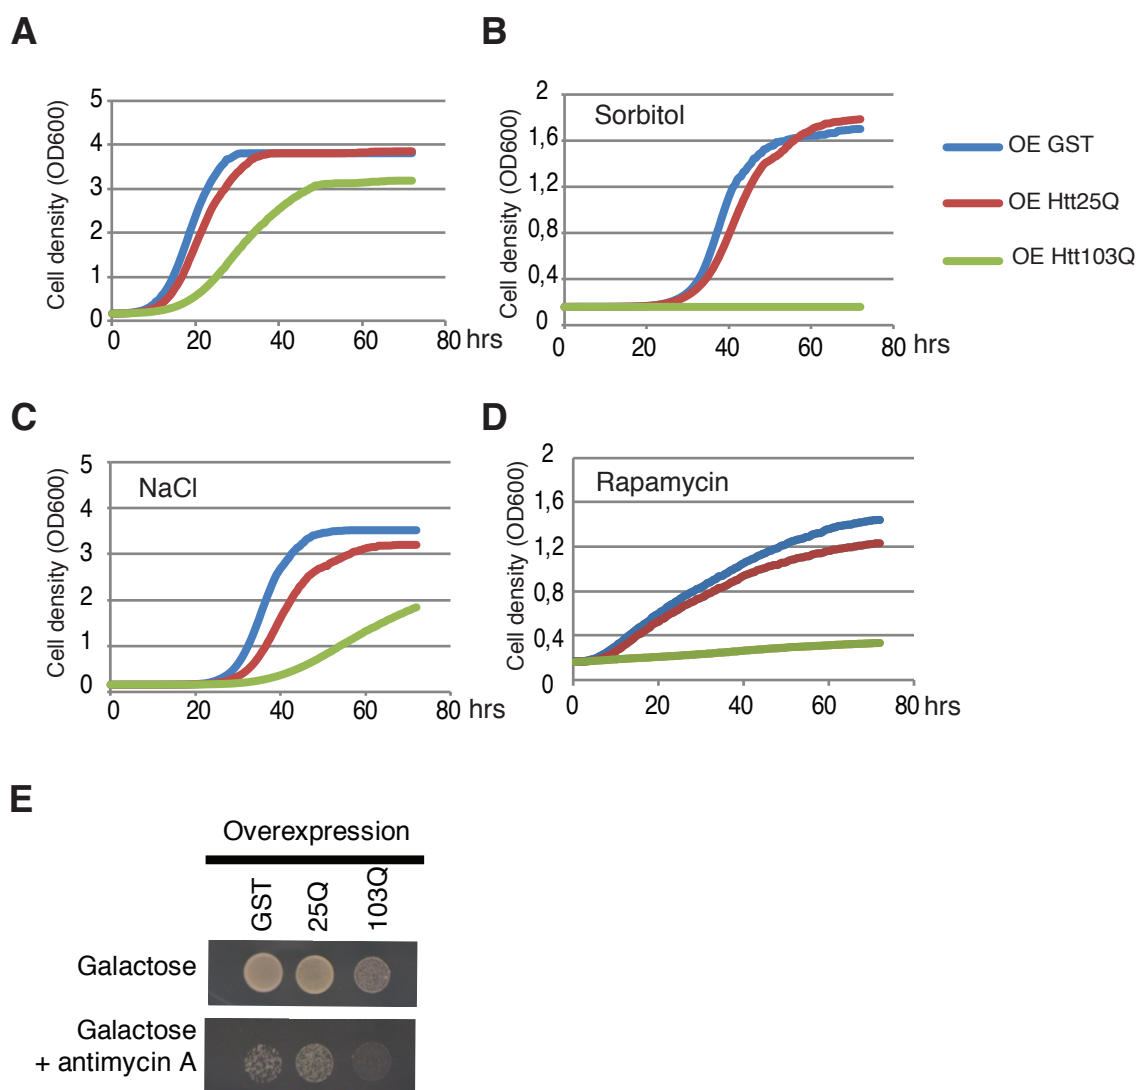

Table S1 Strains used in this study

Name	Genotype	Source
BY4741	MATa; his3Δ 1; leu2Δ 0; met15Δ 0; ura3Δ 0	Euroscarf
sc-29	BY4741,Med18::Med18-3FLAG-KanMX	This study
sc-04	BY4741,Med16::Med16-GFP-HisMX6	Invitrogen
sc-05	BY4741,Med3::Med3-GFP-HisMX6	Invitrogen
sc-06	BY4741,Med15::Med15-GFP-HisMX6	Invitrogen
sc-13	BY4741,Med3::Med3(Truncated)-GFP-NATMX	Invitrogen
sc-22	BY4741,Med2::Med2-GFP-HisMX6	Invitrogen
sc-23	BY4741,Med5::Med5-GFP-HisMX6	Invitrogen
sc-24	BY4741,cycC::cycC-GFP-HisMX6	Invitrogen
sc-27	BY4741,Med1::Med1-GFP-HisMX6	Invitrogen
sc-36	BY4741,Med17::Med17-GFP-HisMX6	Invitrogen
sc-37	BY4741,Med7::Med7-GFP-HisMX6	Invitrogen
sc-38	BY4741,Med8::Med8-GFP-HisMX6	Invitrogen
sc-39	BY4741,Med9::Med9-GFP-HisMX6	Invitrogen
sc-43	BY4741,Skn7::Skn7-GFP-HisMX6	Invitrogen
sc-62	BY4741,pYES2-mHtt103Q-mRFP	reference
sc-49	sc-29, pEGH-GST	This study
sc-50	sc-29, pEGH-Med3-GST	This study
sc-51	sc-29, pEGH-Med15Q-GST	This study
sc-12	sc-05, pEGH-Med3-GST	This study
sc-57	sc-06, pEGH-Med15Q-GST	This study
sc-58	sc-29, pEGH-Med15C-GST	This study
sc-11	sc-05, pEGH-GST	This study

Table S2. Conditions tested for effects on the subcellular localization of Med3-GFP.

**Condition**	**Presumed biological effect(s)**	**Conc.**
Acetic acid	pH stress	50 μ M
Acid	pH stress	pH 5.0
Alpha factor	Mating pheromone	10 μ M
Base (NaOH)	pH stress	pH 9.0
Caffeine	Purine analog	2 mM
Cobalt chloride	Heavy metal	1.0 mM
CuSO ₄	Heavy metal	2.0 mg/mL
Deoxycholate	Membrane stress	1 mM
Ethanol	Alcohol stress	5%
Ethanolamine	Reactive amine	2 mM
Ferric chloride	Heavy metal	2.5 mM
Guanidine HCl	Hsp104 inhibition	5 mM
H ₂ O ₂	Oxidative stress	0.03%
Hydroxyurea	Replication stress	25 mM
Hygromycin	Antifungal	0.5 μ M
Ibuprofen sodium salt	Non-specific cyclooxygenase inhibition	50 μ M
Lithium chloride	Osmotic stress	200 mM
Magnesium chloride	Osmotic stress	150 mM
MG132	Proteasome inhibition	50 μ M
Nickel chloride	Heavy metal	2.5 mM
Nicotinic acid	Metabolite	5 mM
Sodium chloride	Osmotic stress	0.5 M
Sodium orthovanadate	Orthophosphate competitor	1 mM
YP Glycerol	Alternative carbon source	2%
YP Maltose	Alternative carbon source	2%
YP Raffinose	Alternative carbon source	2%
Zinc chloride	Diverse mechanisms; interference with metal homeostasis	5 mM

TABLE S3. Genes upregulated by MED3 overexpression.

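Table S3 gives for each upregulated gene the fold by which its transcript was higher in cells with Med3-GST than in cells with GST. In the deposited values, all 93 entries of the table (92 genes) were higher in cells with Med3-GST, and 37 of them were at least 2-fold higher. Besides the genes already named, the table holds the G1 cyclin genes CLN2 and PCL2, whose log2 differences were 0.91 and 0.86, and POG1, a gene of the same stage of the cell cycle, with 0.74. PCL2 was dim with GST (log2 signal 7.24), so that its difference is limited by background. RTA1 and ICT1, which belong to the targets of the drug resistance factor Pdr1, rose by 0.97 and 0.84. The threonine synthesis gene THR4 rose by 1.04 and the isoleucine synthesis gene ILV1 by 0.94. Of the 93 entries, 87 had a probe set among those tested and all 87 passed the limma test. The study chose its entries on these same arrays, so that their directions and their passing are not independent evidence. Of these 87, 35 were at least 2-fold higher as deposited and 60 after each array was centred on its median.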

Probe Set ID:	Standard Name:	Gene product	Fold change	Systematic Name:
1779425_at	CYC3	Cytochrome c heme lyase (holocytochrome c synthase), attaches heme to apo-cytochrome c (Cyc1p or Cyc7p) in the mitochondrial intermembrane space; human ortholog may have a role in microphthalmia with linear skin defects (MLS)	2,065 up	YAL039C
1776338_at	SYN8	Endosomal SNARE related to mammalian syntaxin 8	2,029 up	YAL014C
1773888_at	CYS3	Cystathionine gamma-lyase, catalyzes one of the two reactions involved in the transsulfuration pathway that yields cysteine from homocysteine with the intermediary formation of cystathionine	2,207 up	YAL012W
1777445_at			3,415 up	YAR068W,<br>YHR214W-A
1772654_at	ALG3	Dolichol-P-Man dependent alpha(1-3) mannosyltransferase, involved in the synthesis of dolichol-linked oligosaccharide donor for N-linked glycosylation of proteins	2,484 up	YBL082C,<br>YBL083C
1772126_at	FIG1	Integral membrane protein required for efficient mating; may participate in or regulate the low affinity Ca2+ influx system, which affects intracellular signaling and cell-cell fusion during mating	3,840 up	YBR040W
1772558_at	TIP1	Major cell wall mannoprotein with possible lipase activity; transcription is induced by heat- and cold-shock; member of the Srp1p/Tip1p family of serine-alanine-rich proteins	2,999 up	YBR067C
1779265_at			2,227 up	YBR071W
1779615_at	PHO3	Constitutively expressed acid phosphatase similar to Pho5p; brought to the cell surface by transport vesicles; hydrolyzes thiamin phosphates in the periplasmic space, increasing cellular thiamin uptake; expression is repressed by thiamin	2,538 up	YBR092C
1770074_at			2,146 up	YBR141C
1769377_at			2,187 up	YBR238C
1774721_at	ENP1	Protein associated with U3 and U14 snoRNAs, required for pre-rRNA processing and 40S ribosomal subunit synthesis; localized in the nucleus and concentrated in the nucleolus	2,485 up	YBR247C
1777871_at	IMG1	Mitochondrial ribosomal protein of the large subunit, required for respiration and for maintenance of the mitochondrial genome	2,030 up	YCR046C
1774930_at	THR4	Threonine synthase, conserved protein that catalyzes formation of threonine from O-phosphohomoserine; expression is regulated by the GCN4-mediated general amino acid control pathway	2,233 up	YCR053W
1779136_at	RSA4	WD-repeat protein involved in ribosome biogenesis; may interact with ribosomes; required for maturation and efficient intra-nuclear transport or pre-60S ribosomal subunits, localizes to the nucleolus	2,641 up	YCR072C
1775158_at			2,672 up	YDL241W
1773886_at	PCL2	Cyclin, interacts with cyclin-dependent kinase Pho85p; member of the Pcl1,2-like subfamily, involved in the regulation of polarized growth and morphogenesis and progression through the cell cycle; localizes to sites of polarized cell growth	2,595 up	YDL127W
1778149_at			2,328 up	YDR034W-B
1779112_at	HEM13	Coproporphyrinogen III oxidase, an oxygen requiring enzyme that catalyzes the sixth step in the heme biosynthetic pathway; transcription is repressed by oxygen and heme (via Rox1p and Hap1p)	2,819 up	YDR044W
1776314_at			2,067 up	YDR124W
1771565_at	ATC1	Nuclear protein, possibly involved in regulation of cation stress responses and/or in the establishment of bipolar budding pattern	2,226 up	YDR184C
1778111_at	ATO3	Plasma membrane protein, regulation pattern suggests a possible role in export of ammonia from the cell; phosphorylated in mitochondria; member of the TC 9.B.33 YaaH family of putative transporters	2,188 up	YDR384C
1778685_at	UTP6	Nucleolar protein, component of the small subunit (SSU) processome containing the U3 snoRNA that is involved in processing of pre-18S rRNA	2,214 up	YDR449C
1777030_at			2,190 up	YDR476C
1779506_at	UTR2	Chitin transglycosylase that functions in the transfer of chitin to beta(1-6) and beta(1-3) glucans in the cell wall; similar to and functionally redundant with Crh1; glycosylphosphatidylinositol (GPI)-anchored protein localized to bud neck	2,179 up	YEL040W
1774550_at	ISC1	Mitochondrial membrane localized inositol phosphosphingolipid phospholipase C, hydrolyzes complex sphingolipids to produce ceramide; activated by phosphatidylserine, cardiolipin, and phosphatidylglycerol; mediates Na+ and Li+ halotolerance	2,013 up	YER019W
1776603_at	ILV1	Threonine deaminase, catalyzes the first step in isoleucine biosynthesis; expression is under general amino acid control; ILV1 locus exhibits highly positioned nucleosomes whose organization is independent of known ILV1 regulation	2,046 up	YER086W
1777498_at	SCS2	Integral ER membrane protein that regulates phospholipid metabolism via an interaction with the FFAT motif of Opi1p, also involved in telomeric silencing, disruption causes inositol auxotrophy	2,144 up	YER120W
1775737_at			2,397 up	YER156C
1779410_at	PUG1	Plasma membrane protein with roles in the uptake of protoporphyrin IX and the efflux of heme; expression is induced under both low-heme and low-oxygen conditions; member of the fungal lipid-translocating exporter (LTE) family of proteins	2,149 up	YER185W
1769374_at	MOB2	Component of the RAM signaling network, that activates the Cbk1p kinase, thereby facilitating the Ace2p-dependent daughter cell-specific transcription of genes involved in cell separation; similar to Mob1p	2,598 up	YFL034C-B
1776471_at	MIG2	Protein containing zinc fingers, involved in repression, along with Mig1p, of SUC2 (invertase) expression by high levels of glucose; binds to Mig1p-binding sites in SUC2 promoter	2,736 up	YGL209W
1779094_at	PGD1	Subunit of the RNA polymerase II mediator complex; associates with core polymerase subunits to form the RNA polymerase II holoenzyme; essential for basal and activated transcription; direct target of Cyc8p-Tup1p transcriptional corepressor	16,656 up	YGL025C
1778735_at			2,520 up	YGR035C

1773145_s_at			2,565 up	YGR109W-A,<br>YGR109W-B,<br>YIL080W,<br>YIL082W,<br>YIL082W-A
1771363_at	RTA1	Protein involved in 7-aminosterol resistance; has seven potential membrane-spanning regions; expression is induced under both low-heme and low-oxygen conditions; member of the fungal lipid-translocating exporter (LTE) family of protein	2,197 up	YGR213C
1773176_at	DIE2	Dolichyl-phosphoglucose-dependent alpha-1,2 glucosyltransferase of the ER, functions in the pathway that synthesizes the dolichol-linked oligosaccharide precursor for N-linked protein glycosylation, has a role in regulation of ITR1 and INO1	2,269 up	YGR227W
1773748_at	MUP3	Low affinity methionine permease, similar to Mup1p	2,216 up	YHL036W
1778128_at	DUR3	Plasma membrane transporter for both urea and polyamines, expression is highly sensitive to nitrogen catabolite repression and induced by allophanate, the last intermediate of the allantoin degradative pathway	2,052 up	YHL016C
1777020_at	CIC1	Essential protein that interacts with proteasome components and has a potential role in proteasome substrate specificity; also copurifies with 66S pre-ribosomal particles	2,019 up	YHR052W
1769730_at	FUR1	Uracil phosphoribosyltransferase, synthesizes UMP from uracil; involved in the pyrimidine salvage pathway	2,415 up	YHR128W
1777918_at	POG1	Putative transcriptional activator that promotes recovery from pheromone induced arrest; inhibits both alpha-factor induced G1 arrest and repression of CLN1 and CLN2 via SCB/MCB promoter elements; potential Cdc28p substrate; SBF regulated	2,028 up	YIL122W
1773613_at	OPT1	Proton-coupled oligopeptide transporter of the plasma membrane; also transports glutathione and phytochelatin; member of the OPT family	5,133 up	YJL212C
1779514_at	ALB1	Shuttling pre-60S factor; involved in the biogenesis of ribosomal large subunit; interacts directly with Arx1p; responsible for Tif6p recycling defects in absence of Rei1p	2,392 up	YJL122W
1778954_at	RPE1	D-ribulose-5-phosphate 3-epimerase, catalyzes a reaction in the non-oxidative part of the pentose-phosphate pathway; mutants are sensitive to oxidative stress	2,269 up	YJL121C
1773302_at	ESS1	Peptidylprolyl-cis/trans-isomerase (PPIase) specific for phosphorylated serine and threonine residues N-terminal to proline; regulates phosphorylation of the RNA polymerase II large subunit (Rpo21p) C-terminal domain	2,187 up	YJR017C
1779407_at	ANB1	Translation elongation factor eIF-5A, previously thought to function in translation initiation; similar to and functionally redundant with Hyp2p; undergoes an essential hypusination modification; expressed under anaerobic conditions	2,351 up	YJR047C
1778487_at	RPA12	RNA polymerase I subunit A12.2; contains two zinc binding domains, and the N terminal domain is responsible for anchoring to the RNA pol I complex	2,710 up	YJR063W
1772275_at	JJJ3	Protein of unknown function, contains a J-domain, which is a region with homology to the E. coli DnaJ protein	2,017 up	YJR097W
1778802_at	NNF1	Essential component of the MIND kinetochore complex (Mtw1p Including Nnf1p-Nsl1p-Dsn1p) which joins kinetochore subunits contacting DNA to those contacting microtubules; required for accurate chromosome segregation	2,697 up	YJR112W
1773710_at			2,576 up	YJR116W
1770848_at	DPH2	Protein required, along with Dph1p, Kti11p, Jjj3p, and Dph5p, for synthesis of diphthamide, which is a modified histidine residue of translation elongation factor 2 (Eft1p or Eft2p); may act in a complex with Dph1p and Kti11p	2,010 up	YKL191W
1772556_at	PIR1	O-glycosylated protein required for cell wall stability; attached to the cell wall via beta-1,3-glucan; mediates mitochondrial translocation of Apn1p; expression regulated by the cell integrity pathway and by Swi5p during the cell cycle	2,089 up	YKL164C
1773734_at	RCN1	Protein involved in calcineurin regulation during calcium signaling; has similarity to H. sapiens DSCR1 which is found in the Down Syndrome candidate region	2,250 up	YKL159C
1770480_at	GAP1	General amino acid permease; localization to the plasma membrane is regulated by nitrogen source	2,385 up	YKR039W
1777847_at			2,145 up	YKR045C
1778293_at			2,506 up	YKR075C
1769945_at	SRP40	Nucleolar, serine-rich protein with a role in preribosome assembly or transport; may function as a chaperone of small nucleolar ribonucleoprotein particles (snoRNPs); immunologically and structurally to rat Nopp140	2,071 up	YKR092C
1776767_at	MHT1	S-methylmethionine-homocysteine methyltransferase, functions along with Sam4p in the conversion of S-adenosylmethionine (AdoMet) to methionine to control the methionine/AdoMet ratio	2,343 up	YLL062C
1778233_at	MMP1	High-affinity S-methylmethionine permease, required for utilization of S-methylmethionine as a sulfur source; has similarity to S-adenosylmethionine permease Sam3p	2,640 up	YLL061W
1771069_at			2,910 up	YLR063W
1776414_at	ICT1	Lysophosphatidic acid acyltransferase, responsible for enhanced phospholipid synthesis during organic solvent stress; null displays increased sensitivity to Calcofluor white; highly expressed during organic solvent stress	2,028 up	YLR099C
1777580_at	RNH203	Ribonuclease H2 subunit, required for RNase H2 activity; related to human AGS3 that causes Aicardi-Goutieres syndrome	2,173 up	YLR154C
1772232_at			2,133 up	YLR179C
1778359_at	SAM1	S-adenosylmethionine synthetase, catalyzes transfer of the adenosyl group of ATP to the sulfur atom of methionine; one of two differentially regulated isozymes (Sam1p and Sam2p)	2,786 up	YLR180W
1770954_at			2,053 up	YLR363W-A
1775717_at			2,015 up	YLR413W
1778286_at			2,053 up	YLR466C-B
1778724_x_at			2,075 up	YLR466C-B
1769317_at	DAT1	DNA binding protein that recognizes oligo(dA).oligo(dT) tracts; Arg side chain in its N-terminal pentad Gly-Arg-Lys-Pro-Gly repeat is required for DNA-binding; not essential for viability	2,177 up	YML113W

1780107_at	GIM5	Subunit of the heterohexameric cochaperone prefoldin complex which binds specifically to cytosolic chaperonin and transfers target proteins to it	2,306 up	YML094W
1776837_at	HUG1	Protein involved in the Mec1p-mediated checkpoint pathway that responds to DNA damage or replication arrest, transcription is induced by DNA damage	2,060 up	YML058W-A
1777384_at	PRM6	Pheromone-regulated protein, predicted to have 2 transmembrane segments; regulated by Ste12p during mating	2,678 up	YML047C
1776558_at	HXT2	High-affinity glucose transporter of the major facilitator superfamily, expression is induced by low levels of glucose and repressed by high levels of glucose	10,772 up	YMR011W
1776498_at	UTP15	Nucleolar protein, component of the small subunit (SSU) processome containing the U3 snoRNA that is involved in processing of pre-18S rRNA	2,432 up	YMR093W
1779680_at			2,966 up	YMR310C
1773356_at	MEP2	Ammonium permease involved in regulation of pseudohyphal growth; belongs to a ubiquitous family of cytoplasmic membrane proteins that transport only ammonium (NH ₄ ⁺); expression is under the nitrogen catabolite repression regulation	3,264 up	YNL142W
1771542_at	RPC19	RNA polymerase subunit AC19, common to RNA polymerases I and III	2,642 up	YNL113W
1779113_at	EOS1	Protein involved in N-glycosylation; deletion mutation confers sensitivity to oxidative stress and shows synthetic lethality with mutations in the spindle checkpoint genes BUB3 and MAD1; YNL080C is not an essential gene	2,001 up	YNL080C
1774158_at	MLF3	Serine-rich protein of unknown function, predicted to be palmitoylated; overproduction suppresses the growth inhibition caused by exposure to the immunosuppressant leflunomide	2,014 up	YNL074C
1776108_at			2,093 up	YNL046W
1776356_at	BOP3	Protein of unknown function, potential Cdc28p substrate; overproduction confers resistance to methylmercury	2,226 up	YNL042W
1776673_at	NCE103	Carbonic anhydrase; poorly transcribed under aerobic conditions and at an undetectable level under anaerobic conditions; involved in non-classical protein export pathway	2,284 up	YNL036W
1778591_at	AGA1	Anchorage subunit of a-agglutinin of a-cells, highly O-glycosylated protein with N-terminal secretion signal and C-terminal signal for addition of GPI anchor to cell wall, linked to adhesion subunit Aga2p via two disulfide bonds	3,746 up	YNR044W
1775697_at			2,014 up	YNR064C
1779461_at	MDY2	Protein with a role in insertion of tail-anchored proteins into the ER membrane; forms a complex with Get4p; required for efficient mating; involved in shmoo formation and nuclear migration in the pre-zygote; associates with ribosomes	2,324 up	YOL111C
1773669_at	UTP23	Essential nucleolar protein that is a component of the SSU (small subunit) processome involved in 40S ribosomal subunit biogenesis; has homology to PINc domain protein Fcf1p, although the PINc domain of Utp23p is not required for function	2,205 up	YOR004W
1769549_at	FSF1	Putative protein, predicted to be an alpha-isopropylmalate carrier; belongs to the sideroblastic-associated protein family; non-tagged protein is detected in purified mitochondria; likely to play a role in iron homeostasis	2,148 up	YOR271C
1773158_at	VTS1	Post-transcriptional gene regulator, flap-structured DNA-binding and RNA-binding protein; shows genetic interactions with Vti1p, a v-SNARE involved in cis-Golgi membrane traffic; stimulates Dna2p endonuclease activity; contains a SAM domain	2,411 up	YOR359W
1776763_at	CLN2	G1 cyclin involved in regulation of the cell cycle; activates Cdc28p kinase to promote the G1 to S phase transition; late G1 specific expression depends on transcription factor complexes, MBF (Swi6p-Mbp1p) and SBF (Swi6p-Swi4p)	2,101 up	YPL256C
1772608_at	PRM3	Pheromone-regulated protein required for nuclear envelope fusion during karyogamy; localizes to the outer face of the nuclear membrane; interacts with Kar5p at the spindle pole body	2,234 up	YPL192C
1778654_at	CAR1	Arginase, responsible for arginine degradation, expression responds to both induction by arginine and nitrogen catabolite repression; disruption enhances freeze tolerance	2,006 up	YPL111W
1774976_at	NOC4	Nucleolar protein, forms a complex with Nop14p that mediates maturation and nuclear export of 40S ribosomal subunits	2,647 up	YPR144C

TABLE S4. Genes downregulated by MED3 overexpression.

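Table S4 gives the fold by which transcripts were lower in cells with Med3-GST. All 76 entries (75 genes) were lower in the deposited values, and 61 of them were at least 2-fold lower. GIT1, a glycerophosphoinositol permease, and PHO5, the repressible acid phosphatase, both had a log2 difference of -1.56, and SPL2, another gene induced by phosphate starvation, had -1.28. CYC7, which encodes a form of cytochrome c, fell by 1.52. PIG2, a regulator of glycogen synthesis, fell by 1.47, TSL1, a subunit of the trehalose synthesis complex, by 1.24 and GPH1, glycogen phosphorylase, by 1.19. The sporulation genes SPS100 and SPR3 fell by 0.96 and 0.77. GIT1 and SPR3 were dim with Med3-GST (log2 signals of 7.39 and 7.20), so that their differences are limited by background. Of the 76 entries, 72 had a probe set among those tested. All 72 passed the limma test, and 58 of them were at least 2-fold lower. Since the study chose its entries on these same arrays, their directions and their passing are not independent evidence.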

How the deposited data were processed for this re-analysis (not part of the article)

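Transcripts were measured in yeast cells that had overexpressed GST or Med3-GST for 48 h, with 3 biological replicates of each and 1 Affymetrix Yeast Genome 2.0 Array per replicate. The conditions of the 6 arrays were taken from the label of the overexpressed protein. The authors deposited 1 value per probe set and array, which is the log10 of a signal. The base was read from the values, since 10 raised to the deposited value gave a number with at most 2 decimals in 100% of cells, against 4.12% for base 2 and 4.07% for base e. The authors state that false discovery rates were calculated in ArrayStar after normalization within each experiment and that log2 changes were averaged. The background correction, the summary of probes into a signal, the kind of normalization and a p threshold for genes are not given in the sources used here. The number of arrays limits the precision.

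The deposited table held 10928 probe sets. Of these, 5498 were annotated to S. cerevisiae (5449 genes, 1 gene per probe set) and were tested. Gene symbols were brought to the names of assembly R64, which updated 12 of them. Left out of the test were 1747 probe sets for S. pombe, 3470 without a listed gene or organism, 166 controls and 47 reporters, and in all 3683 probe sets of the array had no gene listed. No probe set was left out for low signal. Log10 values were converted to log2, with no further scaling in the main analysis. Arrays of 1 group correlated with each other across probe sets at 0.999 or more and with arrays of the other group at 0.973 or less. Probe sets are not independent replicates.

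Groups were compared in limma 3.58.1 (R 4.3.3) with lmFit and eBayes, without trend, two-sided, and p-values were adjusted by Benjamini-Hochberg over the 5498 probe sets, with a threshold of 0.05. The deposited arrays differ by offsets that move most probe sets of an array together. limma therefore estimated an infinite prior weight and gave each probe set the same standard error of 0.05, while the median SD of single probe sets was 0.0597. After centring, the estimated prior weight was 7.97 degrees of freedom and the median standard error 0.0243. The size of the smallest adjusted p-values as deposited rests on this common spread. For single genes the text therefore gives log2 differences and which side of the threshold they fall on. The adjusted p-values of camera also changed in size with centring, for the biotin list from 2.19e-24 to 0.000485. An exact permutation test of 3 arrays against 3 cannot give a p under 0.1 and was not used. Genes were counted as at least 2-fold higher or lower when the means of log2 signal differed by at least 1.

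The 32 gene lists were written from textbook knowledge after Tables S3 to S5 had been read. They cover the Med15 module and tail of Mediator, the other Mediator subunits, targets of Gal4, Gcn4, Pdr1 and Oaf1, biotin, stress (Msn2/4, heat shock, osmotic, oxidative, unfolded protein), trehalose and glycogen, iron, copper and zinc, phosphate, sulfur, ammonium, cell wall, ribosome biogenesis, RNA polymerases I and III, ribosomal proteins, mating, alpha-cell genes, hexose transport, hypoxia and heme, respiration, proteasome, G1 cyclins, sporulation, plasmid markers and markers deleted in the parent strain of Table S1. Some lists share members. The osmotic, heat shock, oxidative stress, and trehalose and glycogen lists each share some with the general stress list, so that their results are not independent. A gene with several probe sets was counted by the one with the highest mean over the 6 arrays. A few planned members had no probe set in the annotation and were not used here. Each of the 30 lists with at least 3 members was tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, each adjusted over the 30 lists. Camera compares a list with the other genes, whereas fry tests whether the genes of a list move, on balance, one way and compares them with no other genes. On the values as deposited, fry therefore includes the median difference of -0.085 between the groups. Genes were named by a fixed rule: the 10 largest increases and the 10 largest decreases among probe sets past the test whose groups did not overlap, the genes that the paper names in its text or in Table S5, and in each list up to 4 called members with the largest differences, with all members of the Gal4 and marker lists. Other genes named (BIO2, GPD1, GPP1, GPP2, MEP1, MEP3, SIN4 and STL1) were chosen after their values were seen. So were genes named only because their fold differed from the paper's, because they were 2-fold lower but absent from its tables, or because lists share them.

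The procedure was tested on simulated arrays with 5498 probe sets, some of which were given known changes. All 68 changes of 0.25, all 66 of 0.5 and all 66 of 1.5 (log2) were called, and 2 of 5298 unchanged probe sets were called. Camera called the 1 shifted list and none of the 29 others. The simulated arrays were given offsets within a group but none between the groups, and noise that was independent between genes. The real groups differed by a median of -0.085 as deposited. These false calls therefore do not cover such an offset or a correlation between genes.

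The alternatives tried were quantile normalization, centring of each array, leaving out dim probe sets (below the 95th percentile of the S. pombe probe sets), testing all probe sets or only those unique to 1 gene, adding 16 to the signal before log2, an intensity trend with robust spread, array weights, an unmoderated test per probe set, the ratio of mean signals, the replicate letter as a block, and leaving out each array in turn. A further alternative was chosen after seeing the data: the median S. pombe signal of each array was subtracted (with a floor of 16 units) and the arrays were then centred. The study's gene ontology analysis was not repeated here. Tables were handled with python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots drawn with matplotlib 3.10.9.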

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

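All tests of explanations in this part were chosen after the result was seen. The paper does not report changes for the gene lists below as groups (it names Gcn4 as an activator that binds the Med15 module and, in Table S3, in the description of THR4). Each list differed from the other genes by camera in limma with the preset correlation. None of them did so with an estimated correlation on the values as deposited, and after centring only the ribosome biogenesis list did. Tables S3 and S4 do report changes for members of many of these lists, among them RSA4, ENP1, FIG1, HXT2, THR4, PHO5 and CYC7. The lists were written after those tables had been read and are not independent evidence of their directions.

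Most genes of ribosome biogenesis rose while most genes of the general stress response fell. Of 71 ribosome biogenesis genes, 58 rose and none fell (59 when adjusted over the list alone), with a median log2 difference of 0.3368, adjusted p = 8.07e-17 from camera and, with an estimated correlation, adjusted p = 0.774 as deposited and adjusted p = 0.0145 after centring. RSA4 rose by 1.13, ENP1 by 1.10 and UTP15 by 1.09. Of 19 subunits of RNA polymerases I and III, 15 rose and 1 fell (15 and 1 when adjusted over the list alone), with a median of 0.2604, adjusted p = 3.89e-06 and adjusted p = 0.834 with an estimated correlation. All 21 genes of trehalose and glycogen metabolism fell (21 when adjusted over the list alone), with a median of -0.5676, adjusted p = 7.69e-10 and adjusted p = 0.774 with an estimated correlation. TPS1, TPS2, TSL1, NTH1, GSY1, GSY2, GLG1, GLC3, GPH1, GDB1 and PGM2 are also in the general stress list. The fall of the trehalose and glycogen list is therefore not separate from that of the general stress list. Of 128 ribosomal protein genes, 55 rose and 10 fell (53 and 10 when adjusted over the list alone), with a median of 0.0696, adjusted p = 0.000698 and adjusted p = 0.874 with an estimated correlation, and after centring 103 rose and 5 fell.

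The opposite movement of the ribosome biogenesis and general stress lists was weighed against technical scaling and a different growth state of the cultures at harvest. A scaling of whole arrays moves all genes alike and so cannot part 2 lists. The medians of both lists lay 0.95 apart on the log2 scale as deposited and after quantile normalization. After centring they were 0.43 for ribosome biogenesis and -0.52 for general stress. Centring shifts all genes of an array alike and cannot change the distance between the lists. It is therefore no test of such a scaling. Scaling that depends on the signal level was tested by comparing each gene with the 200 probe sets nearest to it in signal, and the medians then lay 1.04 apart, which argues against it as the whole cause. A different growth state needs the ribosomal protein genes to lie above the other genes as well, and after centring their median was 0.16, with a camera adjusted p = 1.78e-07 at the preset correlation (9.72e-08 to 0.874 over all alternatives with camera) and adjusted p = 0.541 with an estimated correlation, which is consistent with it only at the preset correlation. The paper states that Med3 overexpressing cells did not show the slow growth seen with Med15Q (Figure 4B), the cell density at harvest is not given in the sources used here, and a difference in growth state and a direct effect of Med3-GST both stay open.

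Of 28 genes of mating and the pheromone response, 23 rose and 2 fell (24 and 2 when adjusted over the list alone), with a median of 0.4932, adjusted p = 2.72e-09 from camera and adjusted p = 0.774 with an estimated correlation. FIG1, a membrane protein of mating, rose by 1.23 as deposited, from a signal near background (log2 6.97 with GST), and by 2.05 after background subtraction with centring, and PRM8 and PRM4 both fell by 0.71. Cells of the other mating type in the cultures were weighed as a technical explanation, with the parent strain of Table S1, of mating type a, taken as that of the arrays from the titles of the GST arrays. They would raise all alpha-cell genes. STE3, the receptor gene of alpha cells, had a log2 difference of -0.45 (standard error 0.05), which goes against this explanation. The alpha-factor genes MF(ALPHA)1 and MF(ALPHA)2 and the agglutinin gene SAG1 were higher by 0.24, 0.29 and 0.37. The alpha-factor genes had log2 signals of 6.64 and 6.61 with GST. After background subtraction with centring these 3 genes were higher by 0.74, 0.86 and 0.53, and STE3 had -0.49. With 1 gene against the explanation and 3 in its direction, the list does not settle it. No biological explanation was tested.

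Of 14 phosphate starvation genes, 12 fell and none rose (12 when adjusted over the list alone), with a median of -0.5557, adjusted p = 2.96e-07 from camera and adjusted p = 0.774 with an estimated correlation, and PHM8 fell by 0.97. Of 23 genes of hexose transport and glucose repression, 11 rose and 2 fell (11 and 2 when adjusted over the list alone, 17 and 2 after centring). The median was 0.102, with adjusted p = 8.71e-05 from camera and adjusted p = 0.774 with an estimated correlation. MTH1 and STD1 rose by 0.80 and 0.76. MIG2, whose log2 signal of 7.09 with GST lay under the 95th percentile of the S. pombe probe sets (7.50), rose by 0.93 as deposited and by 1.56 after background subtraction with centring, an alternative chosen after seeing the data. Of 19 genes of hypoxia and heme, 11 rose and 4 fell (11 and 4 when adjusted over the list alone), with a median of 0.2845, adjusted p = 0.0106 and adjusted p = 0.868 with an estimated correlation. Its largest changes were decreases, in CYC7 by 1.52 and in COX5B by 1.37, which encode the hypoxic forms of cytochrome c and of a cytochrome c oxidase subunit, while HEM13 rose by 1.33 and ANB1 by 0.95. Of 35 targets of Gcn4 in amino acid synthesis, 18 rose and 8 fell (18 and 7 when adjusted over the list alone), with a median of 0.1558, adjusted p = 0.000505 and adjusted p = 0.868 with an estimated correlation, and THR1 and TRP4 rose by 0.81 and 0.77.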

How the results depend on the processing

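MED3 (PGD1) kept its direction under the alternatives run for it, and its call under those of them with a test, with a log2 difference of 3.63 to 4.18 (array weights and the unmoderated test per probe set were run for the counts only). The count of probe sets higher in cells with Med3-GST was 1488 and rose to 2395 after centring and to 2406 after background subtraction with centring, an alternative chosen after seeing the data. It lay between 1253 and 2219 under the other alternatives, and the count of lower probe sets between 2278 and 3034 under all. Genes at least 2-fold higher, with or without the test, were 35 as deposited, 59 after quantile normalization, 60 after centring and 93 after background subtraction with centring, and the same settings gave 59, 60 and 82 for the entries of Table S3. Centring removes the lower median signal of the Med3-GST arrays and so raises every difference alike, also near background, where the S. pombe probe sets did not share the offset. Genes at least 2-fold lower ranged from 48 to 70. Leaving out 1 array at a time gave 1305 to 1724 probe sets higher, 2434 to 2738 lower, and 31 to 42 genes at least 2-fold higher.

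Of 30 lists, 19 passed camera with the preset correlation, 23 passed fry and 0 passed camera with an estimated correlation. With the estimated correlation, the adjusted p was 0.1945 for biotin, 0.7743 for Msn2/4, 0.8597 for the osmotic, iron, sulfur and ammonium lists, and 0.8737 for the heat shock and cell wall lists. After centring, only the ribosome biogenesis list passed camera with an estimated correlation (adjusted p = 0.0145). The adjusted p was then 0.0694 for mating, 0.0930 for RNA polymerases I and III, and 0.214 for biotin, phosphate, sulfur and trehalose. It was 0.237 for Msn2/4 and 0.279 to 0.914 for the other lists. The estimated correlation fell from 0.85 to 0.22 for Msn2/4 and from 0.68 to -0.03 for mating. As deposited it thus includes offsets between arrays, and a high p there does not show that a list was unchanged. Fry tests a list against no change, not against the other genes, so its calls answer a different question. With fry, the cell wall and ribosomal protein lists did not pass (adjusted p = 0.068 and 0.0701), and the copper, alpha-cell and Oaf1 lists (0.0105 each), the sporulation (0.00955), respiration (0.0216) and unfolded protein lists (0.0468) did. The heat shock list did not pass after quantile normalization (0.366), centring (0.3488) or background subtraction with centring (0.3903), and the iron list did not pass after quantile normalization (0.0583) or background subtraction with centring (0.0571). The cause was not tested.

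Of the 135 named genes, 130 were past the test, and 2 that were not past the test as deposited changed sign and passed it under an alternative. GAL1 had 0.0768 after centring and 0.0831 after background subtraction with centring, and MET17 had 0.0945 and 0.25. GAL2, GAL7 and HIS3 also changed sign under at least 1 alternative, with differences there from -0.02 to 0.01 that did not pass. GAL80 lost its call without GST replicate A (-0.11) and after background subtraction with centring (-0.05). GAL10 lost it after centring (-0.03), after background subtraction with centring (-0.03), without GST replicate C (-0.09) and without Med3-GST replicate A (-0.12). GAL2 gained a call after quantile normalization (-0.05), with the block (-0.09) and without GST replicate B (-0.12), and GAL7 and HIS3 gained one after quantile normalization, centring and background subtraction with centring. The replicates share only a letter between the groups. With the letter as a block, 1711 probe sets were higher and 2869 lower, PGD1 had 3.70 and 19 lists passed camera. Probe sets near the signal of the S. pombe probe sets are limited by background, and 5116 of the 5498 lay above its 95th percentile.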

Differences from the paper's values

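A count or fold was taken to differ from the paper's when one was more than 1.5 times the other and, for a fold, when the gap was also larger than the SD between replicates. Smaller gaps are not listed, and values that came within this limit were not equal to the paper's. The paper gives 92 upregulated genes, and 35 genes were at least 2-fold higher here. None of the alternatives set before the data were examined brought this count within the limit. It came within the limit only after background subtraction with centring (93 genes), an alternative chosen after seeing the values, which leaves 82 of the 87 tested entries of Table S3 and 69 of the 72 of Table S4 at least 2-fold. The 2-fold cutoff is the only threshold that the paper states for these counts, and no threshold for a false discovery rate is given in the sources used here. The paper's 75 downregulated genes stand beside 65 here, which was within the limit, but after centring 48 genes were at least 2-fold lower, which was outside it. The other alternatives run for this count stayed within the limit.

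Of the 159 folds in Tables S3 and S4 that could be compared, 10 differed by this limit. HXT2 was 6.79-fold higher here and 10.772-fold in the paper's Table S3, and YAR068W 3.415-fold in the paper and 2.22-fold here. For both genes centring brought the fold just within the limit (HXT2 7.25-fold, YAR068W 2.37-fold), the other alternatives set before the data were examined did not, and background subtraction with centring gave 10.2-fold and 3.17-fold. FIG1 was 3.84-fold higher in the paper and 2.34-fold here, YGR035C 2.52-fold in the paper and 1.46-fold here, and OPT1 5.133-fold in the paper and 2.31-fold here. YHR022C was 1.59-fold lower here and 2.471-fold lower in the paper's Table S4. For these 4 genes no alternative set before the data were examined brought the fold within the limit, and background subtraction with centring did. YIR042C was 2.808-fold lower in the paper and 1.87-fold here, and came just within the limit without GST replicate B (1.91-fold), without GST replicate C and without Med3-GST replicate A. YLR030W was 2.252-fold lower in the paper and 1.50-fold here, and came just within the limit after quantile normalization (1.51-fold) and without GST replicate B, GST replicate C or Med3-GST replicate B. The other alternatives set before the data were examined, where they kept these genes, did not do so, and background subtraction with centring did for both. PRM6 was 2.678-fold higher in the paper and 1.62-fold here, and YOL131W 2.186-fold lower in the paper and 1.28-fold here, and no alternative brought either within the limit. In all of these genes but HXT2 the dimmer group lay under a log2 signal of 7.50, the 95th percentile of the S. pombe probe sets (6.05 for YOL131W and 6.42 for PRM6), so that their folds are limited by background. After background subtraction with centring, PRM6 was 4.02-fold higher, above the paper's fold. By their folds in Table S3, OPT1 and FIG1 come directly after PGD1 and HXT2 and above AGA1. Here AGA1 (3.07-fold) lay above both as deposited, and both lay above AGA1 after background subtraction with centring. With background subtraction and centring, chosen after seeing the values, 2 of the 159 folds differed by the same limit.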

Other observations

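Of the tests in this part, those of the splits of the arrays for the probe set counts and those of the folds in Tables S3 and S4 were chosen after the result was seen, and the splits for the gene lists before. The galactose-induced genes were near the top of the signal range in both groups. GAL1, GAL7, GAL10 and GAL2 had log2 signals of 13.65, 13.63, 13.61 and 13.46 with GST, where the highest signal of any tested probe set was 14.09, and their log2 differences were -0.02, 0.02, -0.13 and -0.09, of which that of GAL10 passed the test. After centring they were 0.08, 0.11, -0.03 and 0.01, of which those of GAL1 and GAL7 passed. GAL3 rose by 0.18, GAL80, GCY1 and PGM2 had -0.15, -0.24 and -0.61, and of the 8 Gal4 targets 1 rose and 4 fell (1 and 4 when adjusted over the list alone, 3 and 3 after centring, camera adjusted p = 0.713). URA3, the marker for which the medium selects, had a log2 signal of 13.87 ± 0.06 (SD, n = 3) with GST and fell by 0.27 with Med3-GST, and LEU2 fell by 0.44. The parent strain of Table S1 carries deletions at MET17 and HIS3, and also at URA3 and LEU2. The titles of the GST arrays begin with the digits in the name of that parent strain, BY4741. Beyond this the strain used for the arrays is not named in the sources used here. MET17 had a log2 signal of 6.37 in both groups, close to the median of 6.04 of the S. pombe probe sets, and HIS3 had 10.48 with GST, above the median of 9.97 of the S. cerevisiae probe sets and so against a loss of the sequence that its probe set covers, and a difference of 0.04.

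Transcripts of other Mediator subunits changed in both directions. Of the Med15 module and tail, GAL11 (MED15) and SIN4 (MED16) rose by 0.33 and 0.19, and MED2 and NUT1 (MED5) fell by 0.38 and 0.44. Counting PGD1, 3 rose and 2 fell (3 and 2 when adjusted over the list alone). Since this list holds the overexpressed gene itself, its camera test (adjusted p = 8.71e-05 as deposited, 0.499 after centring, adjusted p = 0.774 with an estimated correlation, 7.85e-05 to 0.774 over all alternatives with camera) says nothing about the other members. Of 19 subunits of the head, middle and kinase modules, 7 rose and 7 fell (7 and 7 when adjusted over the list alone, camera adjusted p = 0.501), among them SRB2 with 0.41, CSE2 with 0.40, MED1 with -0.39 and MED4 with -0.37. Of 15 G1 cyclins and targets of SBF and MBF, 7 rose and 5 fell (8 and 5 when adjusted over the list alone), PCL1 by 0.73, with camera adjusted p = 0.0106 as deposited, 0.102 after centring (0.00185 to 0.860 over all alternatives with camera) and adjusted p = 0.860 with an estimated correlation. Camera called none of the following lists on the values as deposited, and after centring it called that of respiration. Of 38 genes of respiration and the tricarboxylic acid cycle, 4 rose and 25 fell (12 and 23 after centring, adjusted p = 0.101), LSC2 by 0.53 and IDH2 by 0.52. Of 33 proteasome genes, 6 rose and 23 fell (adjusted p = 0.602), RPN10 rising by 0.80. Of 13 genes of the unfolded protein response, 3 rose and 9 fell (adjusted p = 0.558), INO1 by 0.58. Of 16 Oaf1 targets, 3 rose and 8 fell (adjusted p = 0.363), PXA1 by 0.60. Of 12 Pdr1 targets, 5 rose and 4 fell (8 and 3 after centring, adjusted p = 0.138), YOR1 falling by 0.58. Of 15 sporulation genes, 3 rose and 8 fell (6 and 7 after centring, adjusted p = 0.402), SPO11 by 0.44. Of 4 alpha-cell genes, 3 rose and 1 fell (adjusted p = 0.402). For these 7 lists the counts as deposited were the same when adjusted over the list alone. After centring the sporulation list then had 7 and 7.

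Genes at least 2-fold lower but absent from Tables S3 and S4 numbered 8, and none at least 2-fold higher was absent. They were YGR201C (-1.07), the glycogen synthase gene GSY2 (-1.07), the stress gene DDR2 (-1.05), the glycogen debranching gene GDB1 (-1.05), the peroxidase gene GPX1 (-1.04), the glycogen branching gene GLC3 (-1.03), RTC3 (-1.01) and, just past the cutoff, YKL091C. After centring their log2 differences were -0.97 to -0.91. All of them but GSY2, which the fixed rule names, were named after their values were seen.

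The folds in Tables S3 and S4 were larger than those here mainly for dim probe sets. Over the 169 entries, the paper's log2 fold exceeded the one here by a median of 0.16, by 0.35 in the dimmest of 3 groups of about equal size and by 0.05 in the brightest. By table, the median gap was 0.21 in Table S3 and 0.03 in Table S4, and centring evened these to 0.11 and 0.12. Array-wide scaling moves dim and bright probe sets alike, but after centring the gap was 0.33 in the dimmest group and 0.05 in the brightest, which argues against it as the whole cause. With additive background left in the deposited values, subtracting the S. pombe median before centring would close the gap, and it brought the median gap of the dimmest group to -0.0083, which is consistent with a background step in the study's processing. This was found and tested on the same values, and what was done in the study is not given in the sources used here.

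The 6 arrays can be split into groups of 3 in 10 ways, which is too few for a share under 0.05. The number of splits with a result as large as the real one was 1 for each of the 3 counts. The real split gave 4117 probe sets past the limma test and the other splits at most 0 (at most 35 at an unadjusted p under 0.05). It gave 101 probe sets past the test and at least 2-fold against at most 0, and 19 gene lists past camera against 11 to 14. Each other split puts arrays of both groups on each side, so that the real differences widen its spread. Its 0 probe sets and its 11 to 14 lists are therefore not the counts to expect without a difference. Among the 3470 probe sets without a listed gene, 2 were at least 2-fold higher and 5 at least 2-fold lower.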
